# Estrogen receptor β2 induces proliferation and invasiveness of triple negative breast cancer cells: association with regulation of PHD3 and HIF-1α

**DOI:** 10.18632/oncotarget.20635

**Published:** 2017-09-04

**Authors:** Lucia Bialesova, Li Xu, Jan-Åke Gustafsson, Lars-Arne Haldosen, Chunyan Zhao, Karin Dahlman-Wright

**Keywords:** ERβ2, ERβ isoform, breast cancer, gene expression profile, PHD3

## Abstract

The two estrogen receptor (ER) subtypes, ERα and ERβ, belong to the nuclear receptor superfamily. The human ERβ variant ERβ2 is proposed to be expressed at higher levels than ERβ1 in many breast tumors and it has been suggested that ERβ2, in contrast to ERβ1, is associated with aggressive phenotypes of various cancers. However, the role of endogenous ERβ2 in breast cancer cells remains elusive. In this study, we identified that triple negative breast cancer (TNBC) cell lines express endogenous ERβ2, but not ERα or ERβ1. This allows novel studies of endogenous ERβ2 functions independent of ERα and ERβ1. We show that overexpression of ERβ2 in TNBC cells increased whereas knockdown of endogenous ERβ2 decreased cell proliferation and cell invasion. To elucidate the molecular mechanism responsible for these cellular phenotypes, we assayed ERβ2 dependent global gene expression profiles. We show that ERβ2 decreases prolyl hydroxylase 3 (PHD3) gene expression and further show that this is associated with increased hypoxia inducible factor 1α (HIF-1α) protein levels, thus providing a possible mechanism for the invasive phenotype. These results are further supported by analysing the expression of ERβ2 and PHD3 in breast tumor samples where a negative correlation between ERβ2 and PHD3 expression was observed. Together, we demonstrate that ERβ2 has an important role in enhancing cell proliferation and invasion, beyond modulation of ERβ and ERβ1 signalling which might contribute to the invasive characteristics of TNBC. The invasive phenotype could potentially be mediated through transcriptional repression of PHD3 and increased HIF-1α protein levels.

## INTRODUCTION

Breast cancer is the most frequently diagnosed cancer among women in industrialized countries [1]. According to immunohistochemical staining of estrogen receptor α (ERα), progesterone receptor (PR) and human epidermal growth factor receptor 2 (HER2), breast cancer is categorized into the following groups; Luminal, subtype A: ERα+/PR+/HER2-; luminal, subtype B: ERα+/PR+/HER2+; HER2 overexpression: ERα-/PR-/HER2+ and triple-negative breast cancer (TNBC): ERα-/PR-/HER2- [2]. TNBC accounts for approximately 15 to 20% of all breast cancers and is often more aggressive with higher rates of recurrence and more frequent distant metastasis than other types of breast cancer [3]. Due to a lack of targeted therapy options available to subgroups that express ERα or with HER2 amplification, cytotoxic chemotherapy is the systemic therapy currently available for TNBC patients [4, 5]. Thus, there is a clear unmet medical need to identify new therapeutic targets for TNBC and understanding the mechanism of their action.

ERs belong to the nuclear receptor protein superfamily of ligand-activated transcription factors [6, 7]. For a long time, only one ER, ERα, was thought to exist [8]. However, in 1996, we reported a second ER, ERβ [9]. Like many other genes, ERβ is expressed as different isoforms, the functions of which need to be studied in order to understand the physiological functions of ERβ. The ERβ protein that shares the domain structure of other nuclear receptors is referred to as the full length wild type ERβ or ERβ1. The most studied human variant of ERβ, ERβ2, is the result of alternative splicing, the last 61 amino acids of ERβ1 being replaced by 26 unique amino acids from an alternative last exon. ERβ2 lacks an intact ligand binding domain and activation function 2 (AF-2). Since ERβ2 has an intact DNA-binding domain and an intact N-terminal domain, including the AF-1 region, it could be involved in gene regulation.

ERα has been shown to generally promote growth of ERα-positive breast cancer, which forms the basis for the use of ER antagonists as first line therapy in this breast cancer subgroup. ERβ1 has been suggested to display anti-proliferative properties, including in breast cancer [10, 11]. The prognostic impact of ERβ2 expression in breast cancer remains controversial. Several studies suggest that high ERβ2 expression is associated with poor outcome in breast cancer [12]. In contrast, some studies have reported that ERβ2 was associated with good clinical outcome or no prognostic value in breast cancer [13–16]. In a recent publication, Andersson et al show that most used ERβ antibodies are not sufficiently specific, providing a potential explanation for the apparent discrepancy of certain published studies [17]. Studies of the molecular mechanism of ERβ2 action have been limited by the lack of cellular models that express ERβ2, alone or in the presence of ERα and/or ERβ1. We have previously demonstrated, using a derivate of the ERα-positive breast cancer cell line MCF-7 engineered to express ERβ2, that ERβ2 heterodimerizes with ERα and inhibits ligand induced ERα transcriptional activity by inducing proteasome-dependent degradation of ERα [18]. However, the possible role of endogenous ERβ2 in breast cancer cells remains to be determined.

HIF-1α is a major determinant of invasion and metastasis in a wide variety of tumor types including breast cancer [19]. Its expression is regulated through modifications at the posttranslational level. In the presence of oxygen, three prolyl hydroxylase (PHD) enzymes, PHD1, PHD2 and PHD3, can hydroxylate two HIF-1α proline residues (p402 and p564) in the oxygen-dependent degradation domain. Hydroxylated HIF-1α is recognized by the tumour suppressor von Hippel-Lindau protein, which targets HIF-1α for degradation [20].

In this study, we identify TNBC breast cancer cell lines that express endogenous ERβ2 but not ERα or ERβ1. We then explore BT549 and MDA-MB-231 cell lines to approach the function of ERβ2 independently of ERα and ERβ1. Our results show that ERβ2, when expressed alone, promotes cell proliferation and invasion. We also investigate ERβ2 dependent global effects on gene expression and suggest a mechanism by which ERβ2 contributes to an invasive phenotype. Whether our results can be translated into an understanding of the molecular mechanism for the invasive nature of TNBC and potentially the identification of targeted therapies remains to be determined.

## RESULTS

### Triple-negative breast cancer (TNBC) cell lines express high level of ERβ2

We screened the expression of ERβ2 in a panel of ten breast cancer cell lines, including four ER-positive luminal (*MCF-7, MDA-MB-175, ZR-751, CAMA-1*), two HER2-positive (*SK-BR-3 and HCC1569*) and four TNBC (*Hs578T, MDA-MB-231, BT549 and BT20*) cell lines. The highest level of endogenous ERβ2 expression was observed in the BT549, MDA-MB-231 and BT20 TNBC cell lines (Figure 1). The mRNA expression levels of ERβ1 and ERα in these cell lines were undetectable (data not shown). BT549 and MDA-MB-231 cells were used for further functional studies due to the possibility to achieve high transfection efficiency in these two cell lines.

**Figure 1:**
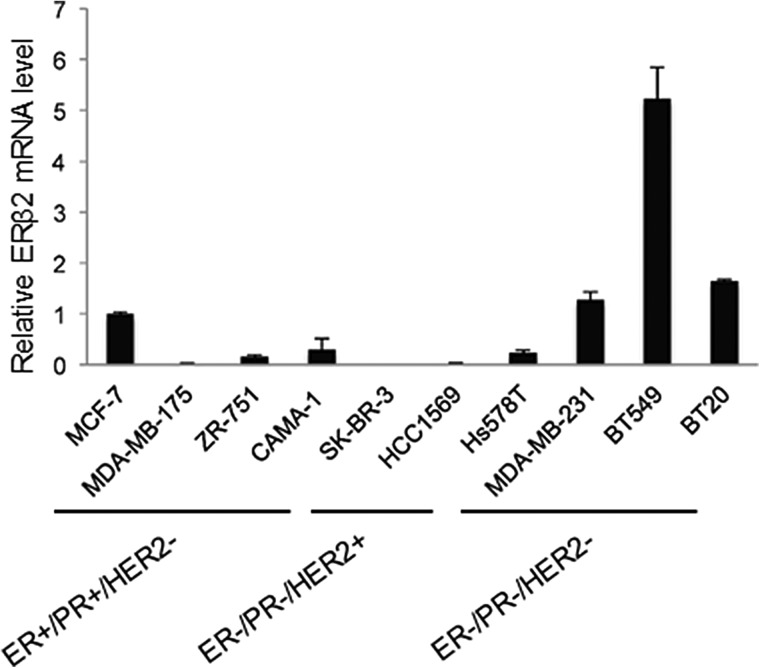
The TNBC cell lines BT549 and MDA-MB-231 express endogenous ERβ2 Analysis of ERβ2 mRNA levels in ER+/PR+/HER2- breast cancer cell lines (MCF-7, MDA-MB-175, ZR-751 and CAMA-1), ER-/PR-/HER2+ breast cancer cell lines (SK-BR-3 and HCC1569) and ER-/PR-/HER2- TNBC cell lines (Hs578T, MDA-MB-231, BT549 and BT20) by qPCR. mRNA levels are normalized to GAPDH, and mRNA levels are presented as means ± SD, relative to the expression level in MCF-7 cells.

### Depletion of ERβ2 inhibits cellular proliferation and invasion *in vitro*

We used siRNA to silence ERβ2 expression in BT549 and MDA-MB-231 cells. Successful knockdown of ERβ2 was confirmed at the mRNA level (Figures 2A and S1A). Interestingly, ERβ2 knockdown decreased proliferation of both BT549 (Figure 2B) and MDA-MB-231 cells (Supplementary Figure 1B). Moreover, in invasion assays, ERβ2 knockdown significantly reduced the number of invading cells, from 34.6 ± 9.0 cells per field after control siRNA transfection to 13.4 ± 5.5 cells per field after ERβ2 siRNA transfection of BT549 cells (Figure 2C) (*p* < 0.01). These results were further validated in the MDA-MB-231 cell line where the number of invading cells per field was 12.7 ± 4.5 in the control siRNA transfected cells and 4.1 ± 3.1 in the ERβ2 siRNA transfected cells (Supplementary Figure 1C) (*p* < 0.001). The inhibition of invasion was also confirmed with a second set of siRNA targeting ERβ2 (data not shown), supporting that the observed effects are not related to off-target effects.

**Figure 2:**
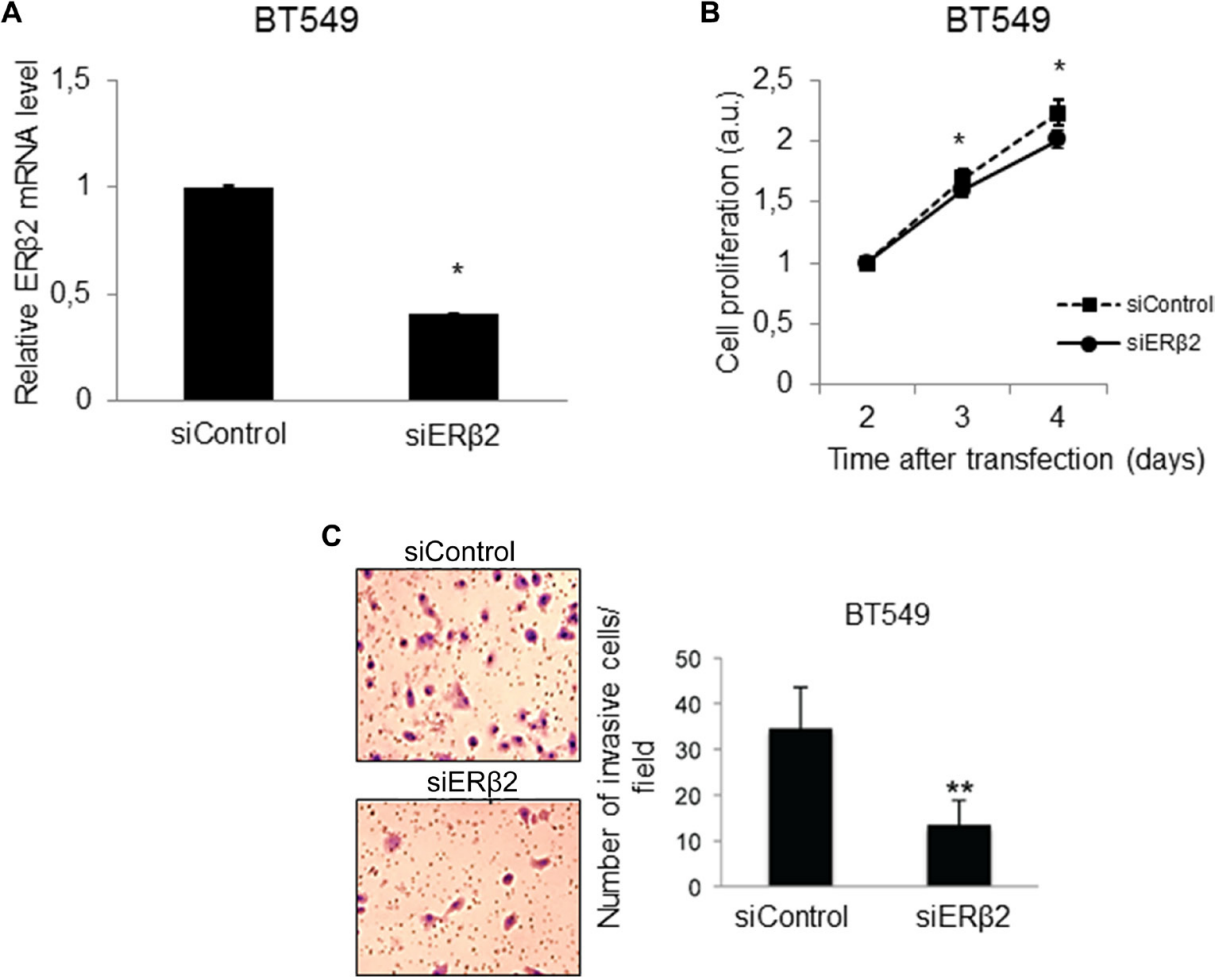
Depletion of ERβ2 inhibits cellular proliferation and invasion (**A**) ERβ2 siRNA down-regulates ERβ2 mRNA in BT549 cells. ERβ2 mRNA level was determined by qPCR after transfection with control siRNA or ERβ2 siRNA. Data are normalized to 36B4 and shown as relative fold change compared to control siRNA ± SD. *P < 0.05. (**B**) ERβ2 depletion reduces proliferation of the BT549 cell line. BT549 cells were transfected with control siRNA or ERβ2 siRNA. WST-1 assays as a measure of cellular proliferation were carried out at the indicated time points after siRNA transfection. Ratio of absorbance to day 1 is calculated. Data are shown as means ± SD. *P < 0.05. The experiment was repeated three times. One representative experiment is shown. (**C**) ERβ2 depletion reduces invasion of BT549 cell line. BT549 cells were transfected with control siRNA or ERβ2 siRNA, and cell invasion was evaluated by the BD Biocoat growth factor reduced Matrigel invasion chamber assay. Data represent means ± SD. **P < 0.01. Experiment was repeated twice. One representative experiment is shown. A, B, C, *p* values were calculated by *t*-test.

### ERβ2 overexpression confers a more proliferative and invasive phenotype *in vitro*

To further support the effects of ERβ2 on cellular proliferation and invasion, we investigated these phenotypes after ERβ2 overexpression. Successful overexpression of ERβ2 was confirmed by Western blot analysis (Figures 3A and S2A). Importantly, ERβ2 overexpression promoted cell proliferation in both investigated TNBC cell lines (Figures 3B and S2B). In addition, cells overexpressing ERβ2 acquired a more invasive phenotype with 9.4 ± 2.3 cells migrating through the chamber for ERβ2 overexpression cells compared to 2.4 ± 1.4 for the control cells for the BT549 cell line (Figure 3C) (*p* < 0.001). Similarly, overexpression of ERβ2 in MDA-MB-231 cells significantly increased cell invasion with 11.3 ± 5.9 invading cells per field for ERβ2 overexpression cells compared to 2.5 ± 1.8 invading cells for the control cells (Supplementary Figure 2C) (*p* < 0.001). These results further support the link between ERβ2 levels and cellular proliferation and invasion.

**Figure 3:**
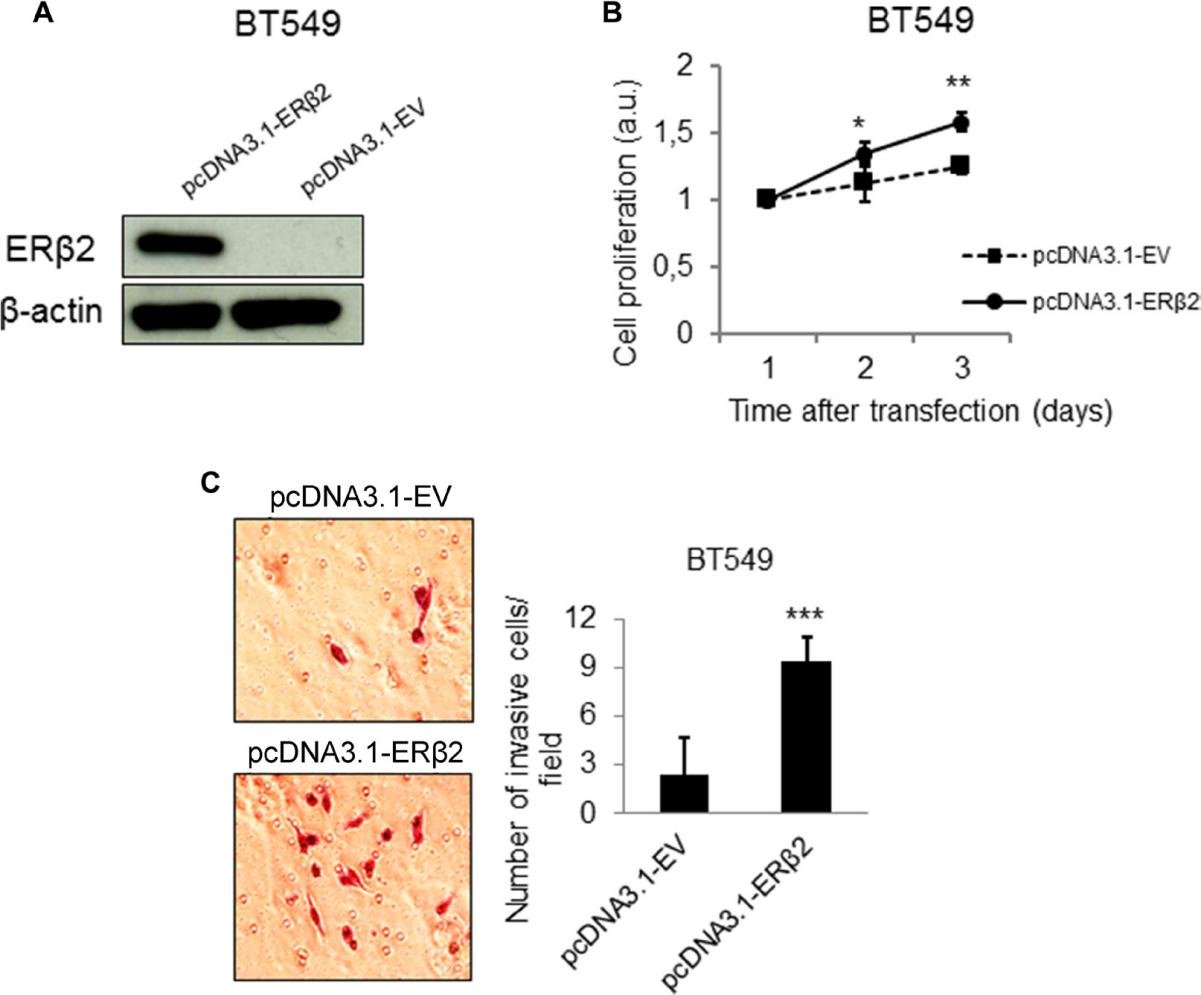
ERβ2 overexpression confers a more proliferative and invasive phenotype *in vitro* (**A**) Western blot analysis showing increased protein level of ERβ2 after transient overexpression of ERβ2 protein. ERβ2 was detected by the PPZ0506 antibody. β-actin was used as a loading control. (**B**) ERβ2 overexpression promotes cell proliferation in the BT549 cells. WST-1 assays of cell proliferation were carried out at the indicated time points after transfection of ERβ2 or empty vector (EV). Ratio of absorbance to day 1 is calculated. Data are shown as means of relative absorbance ± SD. *P < 0.05, **P < 0.01. Experiments were repeated three times. One representative experiment is shown. (**C**) ERβ2 overexpression promotes cell invasion in the BT549 cell line. BT549 cells were transfected with ERβ2 or EV, and cell invasion was evaluated by the BD Biocoat growth factor reduced Matrigel invasion chamber assay. Data represent means ± SD. ***P < 0.001. Experiment was repeated twice. One representative experiment is shown. B,C, *p* values were calculated by *t*-test.

### ERβ2 effects on global gene expression profiles

To approach the molecular mechanism responsible for the effects of ERβ2 on cellular phenotypes, we determined changes in gene expression profiles for BT549 cells upon ERβ2 knockdown. 

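BT549 is a triple-negative breast cancer cell line. ESR2, the gene that encodes ERβ with all its isoforms, was read by transcript cluster 7979583, a set of probes whose signals are summarised into 1 value per array. Its log2 value was 4.03, 3.88 and 4.05 in the 3 control siRNA arrays and 4.12, 3.99 and 3.8 in the 3 ERβ2 siRNA arrays. The change was −0.02 (standard error 0.09, 95% confidence interval −0.22 to 0.19, adjusted p = 0.913 from limma), so the targeted gene gives no check of the siRNA labels in these arrays. Of the paper's other measures, ERβ2 mRNA was lower by qPCR in Figure 2A, the way the labels say. PHD3, RECK, TGFB3, E2F2 and GAB1 moved in its qPCR of Figure 4A in the same direction as on the arrays. The paper took these genes from its array results, so they are no independent check. HIF-1α mRNA went the other way, at about 0.83 of the control by qPCR (Figure 5E, read by eye) and 1.12 on the arrays (adjusted p = 0.104 from limma). The qPCR assays do not settle the labels of single arrays. With the ERβ2 plasmid the values were 4.35, 4.72 and 4.37, against 4.08, 3.93 and 4.01 with the empty vector (EV), a log2 change of 0.47 (standard error 0.10, adjusted p = 0.449 from limma). The signal of the cluster lay toward the low end of the arrays' range, with a mean above that of 23.2% of the genes, a rank of signals and not of transcript levels, and its value does not separate ERβ2 from the other isoforms. The data were 12 arrays of the Affymetrix Human Gene 1.1 ST type, 3 in each of 4 groups. Total RNA was taken 48 h after transfection with control siRNA or ERβ2 siRNA and 24 h after transfection with EV or the ERβ2 plasmid. The sources used here do not say which of the siRNA sets was used for the arrays. The authors corrected the background, normalized the arrays to each other and summarised the probes by RMA in the Affymetrix Expression Console. The deposited values have 2 decimals and were read as log2 values, the scale that RMA gives, since the base is not stated. They ran from 2.02 to 13.46, with medians of 5.04 to 5.14 per array. An array has no read depth, so the precision is limited by the 3 arrays per group. Of 33297 transcript clusters, 19181 had 1 gene symbol, and the cluster with the highest mean over the 12 arrays was kept for each of 17958 genes. Groups were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over all genes. A gene was called changed at a fold change of at least 1.5, an unadjusted p under 0.05 and an adjusted p of at most 0.1, following the paper's cut-offs, and a single named gene passed the test at an adjusted p of at most 0.1. Gene lists written before the data were examined were tested with limma's camera.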

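After ERβ2 knockdown, 584 genes were called upregulated and 227 were called repressed among the 17958 genes tested with limma. MMP1, a collagenase, had the largest rise, with a log2 change of 2.65 (standard error 0.06, n = 3 arrays per group). CCL20, a chemokine, rose by 2.50 (standard error 0.11), NPR3, the clearance receptor of natriuretic peptides, by 1.93 (standard error 0.08, and 2.17 on a second cluster), TDO2, an enzyme of tryptophan breakdown, by 1.87 (standard error 0.12) and INHBA, a subunit of activin A, by 1.81 (standard error 0.08). Among the repressed genes KDM1B, a histone demethylase, had the largest fall, with a log2 change of −2.19 (standard error 0.12). MT1F, a metallothionein that binds zinc and copper, had a change of −2.00 (standard error 0.08), SLC25A44, a mitochondrial carrier, −1.90 (standard error 0.08) and PTGIS, the enzyme that makes prostacyclin, −1.89 (standard error 0.09). The adjusted p of these 9 genes ran from 8.5e-07 for MMP1 to 2.1e-05 for TDO2. Of the 811 called genes, 72.0% were upregulated. In 806 of them every ERβ2 siRNA array lay on the same side of every control siRNA array. That largely follows from calling the genes on these same arrays, so it adds little support. Over all genes, which were not selected, such a separation held for 42.4%, where chance gives 10%. A larger number, 6429 genes, had an adjusted p of at most 0.1 whatever their fold change, 3279 of them higher and 3150 lower. The number of repressed genes rose to 365 when each array was centred on its median, with 428 upregulated, and to 384 when all transcript clusters entered the fit, with 746 upregulated.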

We identified 662 genes, applying a false discovery rate of less or equal to 0.1, as upregulated (fold change equal or greater than 1.5, *p* < 0.05) while the expression of 263 genes was repressed (fold change equal or less than 1.5, *p* < 0.05) upon ERβ2 knockdown. Network analysis revealed the top three ranked networks regulated by inhibiting endogenous ERβ2 in BT549 cells as cell morphology, DNA replication and repair, and cell death and survival (Table 1). 

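Most of the replication-dependent histone genes fell after ERβ2 knockdown, and regulators of cell shape moved in both directions. Of 35 measured replication-dependent histone genes, whose products package newly made DNA, 28 fell, none rose and 7 did not pass the test (31 fell when adjusted over the list alone). In limma's camera, with a preset correlation between genes, the histone list had an adjusted p of 7.4e-10 over the 28 lists and kept its call with an estimated correlation (adjusted p = 0.0848). H2BC14 had a log2 change of −0.73 (standard error 0.08, n = 3 arrays per group) and H2BC3 a change of −0.58 (standard error 0.06), both core histones H2B. Of 40 S phase genes, 22 fell, 1 rose and 17 did not pass (25 fell and 3 rose when adjusted over the list alone). The list (adjusted p = 1.1e-05) lost its call with an estimated correlation (adjusted p = 0.263). EXO1, an exonuclease of mismatch repair and recombination, had a change of −0.66 (standard error 0.06), and DTL, which marks proteins for destruction during replication, −0.47 (standard error 0.06). Of 59 regulators of the cytoskeleton and cell shape, 20 rose, 9 fell and 30 did not pass (22 rose and 9 fell when adjusted over the list alone). Its call (adjusted p = 0.0151) was lost with an estimated correlation (adjusted p = 0.145) and without dim genes (adjusted p = 0.163). CALD1, an actin-binding protein, rose by 0.80 (standard error 0.05), WASF3, which drives actin branching, by 0.70 (standard error 0.06) and DIAPH2, a formin, by 0.59 (standard error 0.05). CDC42, a small GTPase of cell polarity, had a change of −0.79 (standard error 0.12), and of −0.34 (adjusted p = 0.0114) on a second, dimmer transcript cluster. Of 46 DNA repair genes, 15 fell, 8 rose and 23 did not pass (16 fell and 9 rose when adjusted over the list alone). The DNA repair list did not pass (adjusted p = 0.289) but did so when the arrays were quantile normalized again (adjusted p = 0.0233), after cyclic loess (0.0308) and without dim genes (0.0962).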

Molecular and cellular functional classification analysis shows how alterations of gene expression were predicted to disrupt various molecular and cellular functions. The top 5 highlighted molecular and cellular functions after ERβ2 knockdown were cell cycle, cell death and survival, morphology, development and organization (Table 2).

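Genes of cell division fell almost as a whole after ERβ2 knockdown. Of 54 measured genes of G2 and M phase, 49 fell, 1 rose and 4 did not pass the test (50 fell and 1 rose when adjusted over the list alone). CENPA, the histone of the centromere, had a log2 change of −0.93 (standard error 0.06, n = 3 arrays per group), CDCA3, which helps cells enter mitosis, −0.88 (standard error 0.06), PSRC1, a protein of the mitotic spindle, −0.87 (standard error 0.08) and ANLN, a scaffold of the cleavage furrow, −0.66 (standard error 0.06). The mean change of the list was −0.37 on the log2 scale. Between EV and control siRNA, which differ in time and reagent together, 50 of these 54 genes were also lower (mean −0.39). The fall of the list is therefore not shown to be particular to ERβ2 siRNA. Of 27 genes induced by p53, 11 rose, 3 fell and 13 did not pass (12 rose and 3 fell when adjusted over the list alone). The call of this list in limma's camera (adjusted p = 0.0415) was lost with an estimated correlation (adjusted p = 0.393), without dim genes (0.167), when the arrays were quantile normalized again (0.175) and after cyclic loess (0.124). GDF15, a stress-induced cytokine, rose by 1.11 (standard error 0.06) and SESN1, a sestrin that restrains growth signalling, by 0.60 (standard error 0.12). Genes of cell death moved in both directions. Of 27 pro-apoptotic genes, 12 rose, 5 fell and 10 did not pass (13 rose and 6 fell when adjusted over the list alone). Their list (adjusted p = 0.0616) lost its call in the same settings (adjusted p = 0.607 with an estimated correlation, then 0.290, 0.219 and 0.152) and without control siRNA replicate 2 (0.105). PMAIP1, which encodes the BH3 protein NOXA, rose by 0.89 (standard error 0.05), the death receptor FAS by 0.62 (standard error 0.06) and CYCS, cytochrome c, by 0.56 (standard error 0.06), while BAK1, a pore-forming protein of the outer mitochondrial membrane, had a change of −0.63 (standard error 0.09). Of 16 anti-apoptotic genes, 8 rose, 3 fell and 5 did not pass (8 rose and 4 fell when adjusted over the list alone), and the list did not pass (adjusted p = 0.161). TNFAIP3, an inhibitor of NF-κB signalling and cell death, rose by 0.53 (standard error 0.09), and BCL2L1, which encodes BCL-XL, had a change of −0.51 (standard error 0.07). In limma's camera the G2 and M phase list had an adjusted p of 1.2e-17, and kept its call with an estimated correlation (adjusted p = 0.0848).

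**Figure D1:**
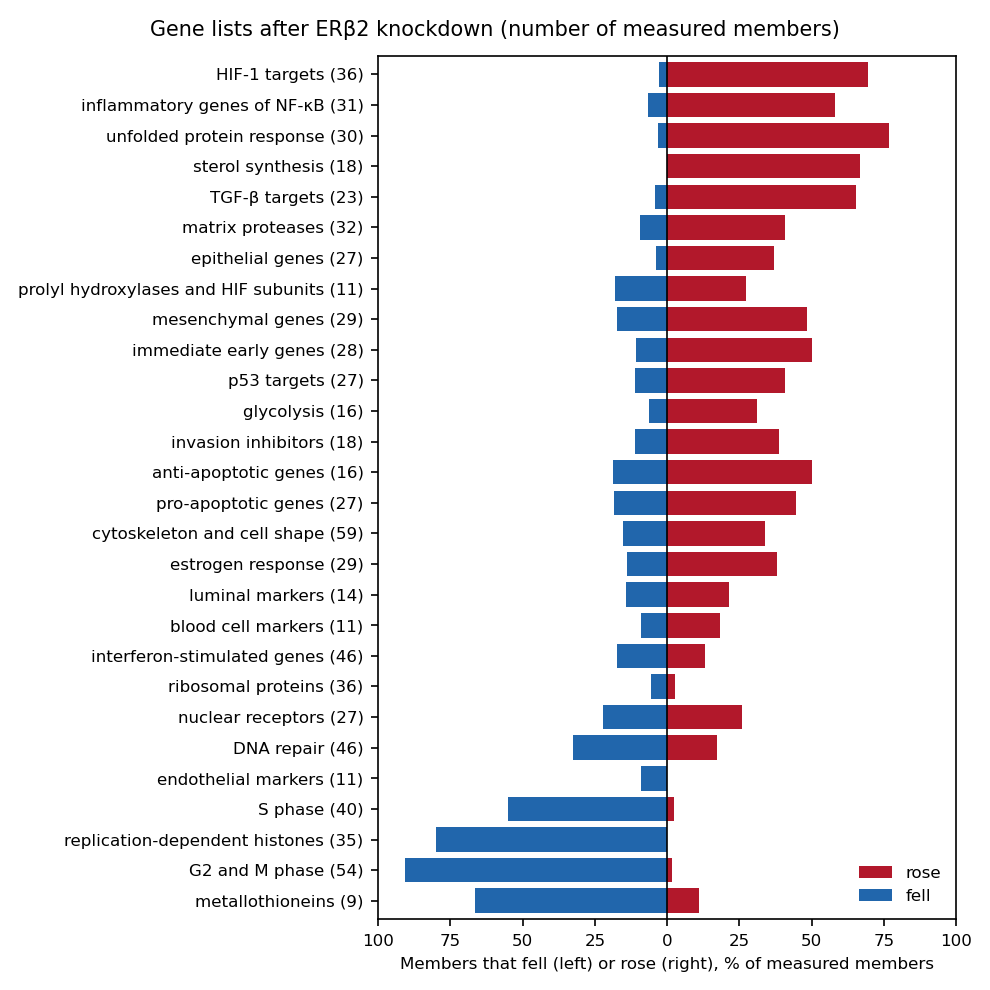
Share of the measured members of each of 28 gene lists that rose (right, red) or fell (left, blue) at an adjusted p of at most 0.1 from limma after ERβ2 knockdown, in percent of the measured members (number in brackets), ordered by the mean log2 change. The lists of G2 and M phase, histones and metallothioneins lie at the lower end and the HIF-1 targets at the upper end.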

**Table 1:** Changed networks after knockdown of ERβ2 in BT549 cells

Top Networks		
*ID*	Associated Network Functions	Score
1	Cell Morphology, DNA Replication, Recombination and Repair, Developmental Disorder	32
2	Cancer, Reproductive System Disease, Cell Dearth and Survival	24
3	Cell Morphology, Dermatological Diseases and Conditions, Developmental Disorder	24

**Table 2:** Changed molecular functions after knockdown of ERβ2 in BT549 cells

Name	*p*-value	#Molecules
Cell Cycle	1.94E-03–4.01E-02	5
Cell Death and Survival	1.94E-03–4.46E-02	5
Cell Morphology	1.94E-03–4.57E-02	8
Cellular Development and Organization	1.94E-03–3.63-02	7
Cellular Development	1.94E-03–3.79-02	4

### Validation of global gene expression profiling data by qPCR

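PHD3 (EGLN3, transcript cluster 7978544), RECK and TGFB3 were higher and E2F2 and GAB1 were lower in BT549 cells after ERβ2 knockdown, and all 5 genes passed the test and the fold cut-off. Without control siRNA replicate 1 GAB1, at 0.669 of the control, passed the test but just missed the cut-off. PHD3 is an oxygen-dependent prolyl hydroxylase, RECK an inhibitor of matrix metalloproteinases, TGFB3 a growth factor of the TGF-β family, E2F2 a transcription factor of the G1/S transition and GAB1 a docking protein of receptor tyrosine kinases. RECK had a log2 value of 6.63 ± 0.12 (SD, n = 3) with control siRNA and 7.82 ± 0.07 (SD, n = 3) with ERβ2 siRNA. TGFB3 went from 6.76 ± 0.13 to 8.87 ± 0.06, E2F2 from 7.09 ± 0.04 to 5.82 ± 0.12 and GAB1 from 8.73 ± 0.10 to 8.10 ± 0.06 (SD, n = 3 each). For each of the 5 genes, every array with ERβ2 siRNA lay on the same side of every array with control siRNA.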

qPCR analysis was performed to confirm changed expression of 5 genes (PHD3, RECK, TGFB3, E2F2, GAB1) identified as being regulated by ERβ2 in the global gene expression profiling analysis. These represent genes well known to be involved in cell growth, cell death, apoptosis, cell migration and invasion [21–26]. As shown in Figure 4A, the qPCR data confirmed the data from the microarray assay of BT549 cells. In addition, qPCR analysis of the expression of these genes was performed in the MDA-MB-231 cell line. 

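On the arrays TGFB3 had the widest change of the 5 genes and ranked 3 among the 584 upregulated genes. Its log2 change was 2.10 (standard error 0.07, adjusted p = 3.5e-06 from limma). RECK was 2.29-fold higher (log2 change 1.19, standard error 0.07, adjusted p = 2.1e-05) and ranked 55. E2F2 reached 0.416 of the control level (log2 change −1.27, standard error 0.07, adjusted p = 1.2e-05) and GAB1 0.646 of it (log2 change −0.63, standard error 0.07, adjusted p = 2.5e-04). Among reference genes of expression studies, GAPDH had a log2 change of 0.06 (standard error 0.05, adjusted p = 0.432) and ACTB of −0.04 (standard error 0.06, adjusted p = 0.679), and neither passed the test, while GAPDH passed by the q-value of the paper's methods (0.0652), taken without the paper's p and fold cut-offs.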

Importantly, changed expression of 4 of the 5 genes was also observed in the MDA-MB-231 cell line upon ERβ2 knockdown, the exception being RECK which was not regulated in the MDA-MB-231 cell line upon ERβ2 knockdown (Figure 4B).

**Figure 4:**
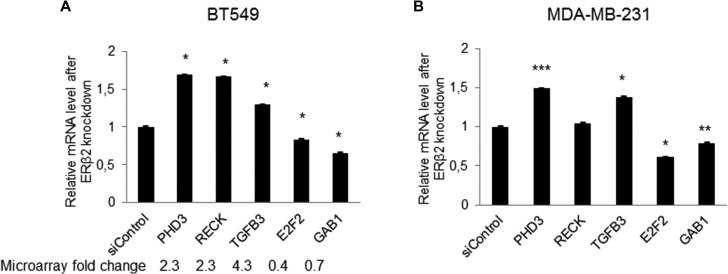
Validation of gene expression profiling data by qPCR (**A**) Real-time PCR analysis for a subset of ERβ2 regulated genes identified by microarray analysis in BT549 cells. mRNA levels are normalized to 36B4. Data represent means ± SD. *P < 0.05. Fold change derived from microarray analysis is presented as numbers below the bars. (**B**) Real-time PCR analysis of selected genes in MDA-MB-231 cells. mRNA levels are normalized to 36B4. Data represent means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. A, B, *p* values were calculated by *t*-test relative to control siRNA-treated cells.

### ERβ2 promotes cell invasion potentially through repression of PHD3 with associated up-regulation of HIF-1α

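PHD3 belongs to the prolyl hydroxylases that mark HIF-1α for degradation when oxygen is present. Its rise after ERβ2 knockdown ranked 359 by size among the 584 upregulated genes, and 459 of the 811 called genes had a larger change in either direction. Among the other hydroxylases, PHD2 (EGLN1) rose by 0.28 on the log2 scale (standard error 0.05, n = 3 arrays per group, adjusted p = 0.00464 from limma), and PHD1 (EGLN2) had a change of 0.13 that did not pass (standard error 0.06, adjusted p = 0.112). In 6 other settings EGLN2 passed, among them without dim genes (adjusted p = 0.0606), by the q-value of the paper's methods (0.0336) and without control siRNA replicate 1 (adjusted p = 0.0997). Of 11 prolyl hydroxylases, HIF subunits and their regulators, 3 rose, 2 fell and 6 did not pass (5 rose and 2 fell when adjusted over the list alone). The list had an adjusted p of 0.056 from limma's camera, and of 0.181 with an estimated correlation. EPAS1, the HIF-2α subunit, rose by 0.63 (standard error 0.06), and HIF1AN, an asparaginyl hydroxylase that blocks the activation domain of HIF-1α, had a change of −0.20 (standard error 0.06, adjusted p = 0.0478, not passing without control siRNA replicate 3, 0.145, or ERβ2 siRNA replicate 3, 0.160). VHL, which takes hydroxylated HIF-1α to degradation, had a change of 0.05 that did not pass (adjusted p = 0.632).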

PHD3, one of the most regulated genes upon ERβ2 knockdown is known to play a critical role in suppressing the growth of diverse tumor types. Figure 5A shows that PHD3 mRNA and protein levels are increased by ERβ2 knockdown in the BT549 cell line. 

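PHD3 mRNA was 1.65-fold higher on the ERβ2 siRNA arrays at 48 h. Its log2 value was 5.93, 5.88 and 6.21 in the 3 control siRNA arrays (mean 6.01 ± 0.18 SD, n = 3) and 6.74, 6.75 and 6.7 in the 3 ERβ2 siRNA arrays (mean 6.73 ± 0.03 SD, n = 3). The log2 change of 0.72 (standard error 0.09, 95% confidence interval 0.52 to 0.92) was larger than the spread between replicates and passed the test (adjusted p = 5.2e-04 from limma). Protein was not measured on the arrays.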

Importantly, depletion of PHD3 results in increased cell invasiveness (Figure 5B). These findings suggest a link between ERβ2, PHD3 and cell invasion. Furthermore, in support of the link between ERβ2 and PHD3 expression, PHD3 mRNA and protein levels are reduced by overexpression of ERβ2 (Figure 5C). 

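On the arrays taken 24 h after plasmid transfection, PHD3 had nearly the same level with ERβ2 as with EV. The log2 value was 6.37, 6.6 and 6.5 in the 3 EV arrays and 6.35, 6.45 and 6.43 in the 3 ERβ2 arrays. The change of −0.08 (standard error 0.07, 95% confidence interval −0.24 to 0.08) was within the spread between replicates, whose SD was 0.12 with EV, and did not pass the test (adjusted p = 0.873 from limma). In fold terms the ERβ2 arrays lay at 0.946 of the EV level. The difference between the effect of knockdown and the effect of overexpression on PHD3 was 0.80 on the log2 scale (standard error 0.12, adjusted p = 4.2e-04 from limma over all 12 arrays). On simulated data of this design, 100% of genes changed 1.5-fold passed the test, and 58% of genes with the smallest simulated change. These shares may be too high for the plasmid arrays. An adjusted p depends on how many genes change, and 2 genes passed there, against 50 changed genes simulated at each fold. MIRLET7A2, 1.66-fold lower with the ERβ2 plasmid, did not pass (adjusted p = 0.218 from limma).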

As PHD3 has been shown to promote degradation of HIF-1α [27] and HIF-1α has been shown to play key roles in many crucial aspects of breast cancer biology, including invasion and metastasis [28], we hypothesized that HIF-1α could be a mediator of the invasive effects of ERβ2 in this system. In support of this hypothesis, knockdown of ERβ2 decreased whereas overexpression of ERβ2 increased HIF-1α protein levels in BT549 cells as assayed by Western blot analysis and ELISA assays (Figure 5D). Knockdown and overexpression of ERβ2 also regulated the mRNA levels of HIF-1α with small fold changes (~1.2-fold) in BT549 cells (Figure 5E). 

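After ERβ2 knockdown the log2 value of HIF1A, the gene of HIF-1α, was 11.86 ± 0.09 (SD, n = 3), against 11.69 ± 0.06 (SD, n = 3) with control siRNA. The change of 0.16, 1.12-fold, narrowly missed the threshold (standard error 0.07, 95% confidence interval 0.01 to 0.32, adjusted p = 0.104 from limma). It passed in several other settings, with an adjusted p of 0.0477 after cyclic loess normalization and 0.0717 by the q-value of the paper's methods, taken without the paper's p and fold cut-offs, and stood at 0.08 with an adjusted p of 0.485 when each array was centred on its median. With the ERβ2 plasmid HIF1A had a log2 value of 11.62 ± 0.03 (SD, n = 3), the same to 2 decimals as the EV mean of 11.62 ± 0.11 (SD, n = 3), a change of −0.01 (standard error 0.07, 95% confidence interval −0.16 to 0.15, adjusted p = 0.992 from limma).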

In summary, our data suggest that ERβ2 decreased PHD3 gene expression and increased HIF-1α protein levels, thus contributing to the proliferative and invasive phenotype of TNBC cell lines.

**Figure 5:**
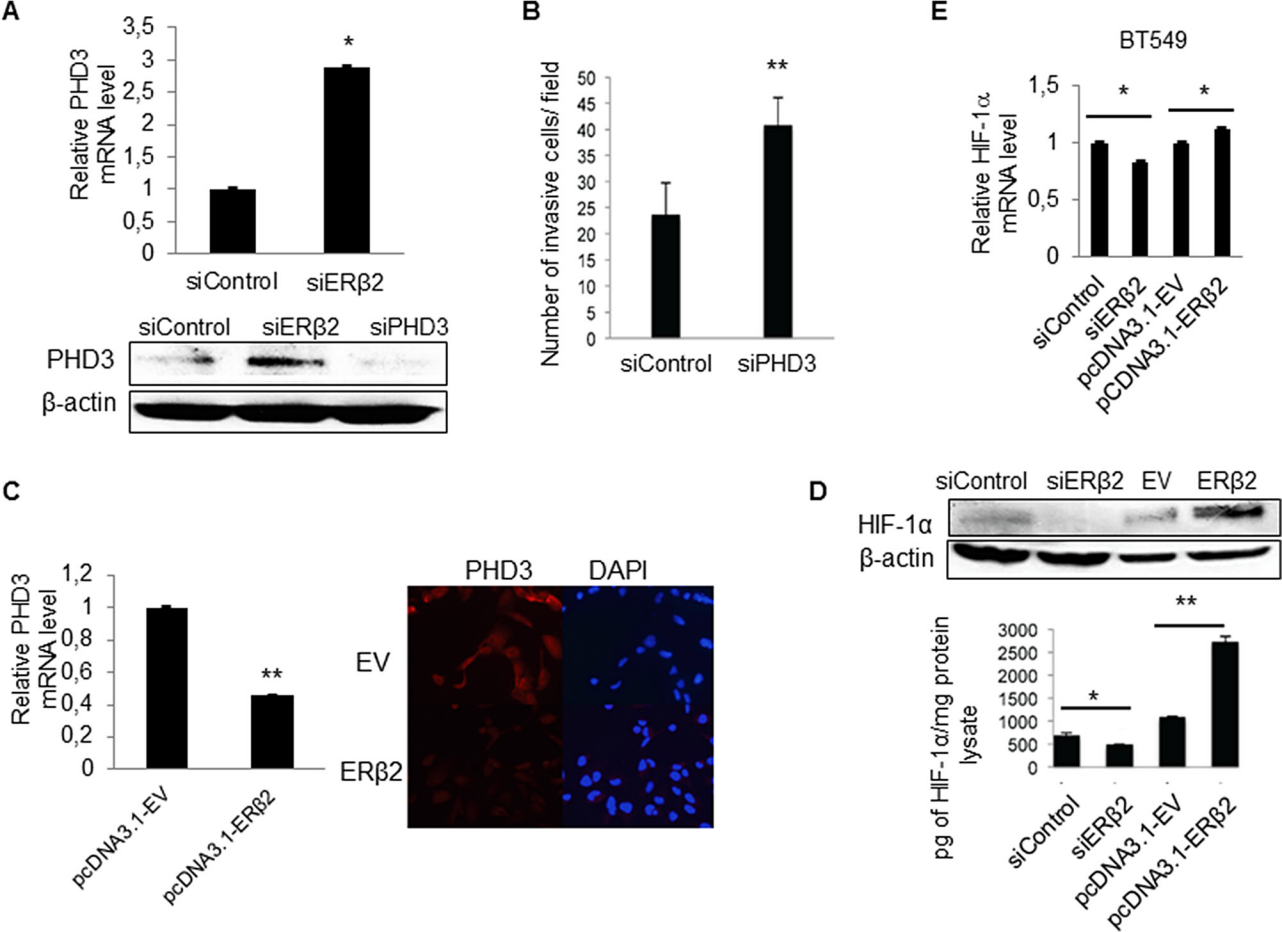
ERβ2 modulates levels of PHD3 and HIF-1α in TNBC cells (**A**) ERβ2 knock-down increases PHD3 mRNA and protein levels. BT549 cells were transfected with control siRNA or ERβ2 siRNA. RNA was collected after 48 h while protein was collected after 72 h. PHD3 mRNA levels were determined by a qPCR assay and was normalized to 36B4, *P < 0.05 (top panel) and PHD3 protein levels were determined by Western blot analysis. β-actin was used as a loading control (bottom panel). (**B**) PHD3 knockdown promotes cell invasiveness for the BT549 cell line. BT549 cells were transfected with control siRNA or PHD3 siRNA. Data represent means ± SD. **P < 0.01. (**C**) BT549 cells were transfected with ERβ2 containing plasmid or a control EV. After 24 h, RNA was collected; qPCR was used to determine the PHD3 mRNA level, that was normalized to 36B4 (bar chart). Data represent means ± SD. **P < 0.01. BT549 cells were seeded onto microscope cover slide after ERβ2 overexpression; 24 h after plating cells, PHD3 protein level was detected by immunofluorescence. DAPI was used for nuclear staining (right figure). (**D**) BT549 cells were transfected with control siRNA or ERβ2 siRNA, and with empty vector or ERβ2 containing plasmid. Protein lysates were collected and HIF-1α levels were evaluated by both Western blot analysis (top panel) and HIF-1α ELISA (bottom graph). *P < 0.05, **P < 0.01. *p* values were calculated by *t*-test. (**E**) qPCR analysis of HIF-1α mRNA level after overexpression or knockdown of ERβ2. BT549 cells were transfected with control siRNA or ERβ2 siRNA and with EV or ERβ2 containing plasmid. mRNA levels were normalized to 36B4. Data represent means ± SD. *P < 0.05. A,B,C,D,E, *p* values were calculated by *t*-test, relative to control siRNA or empty vector transfected cells.

### ERβ2 expression is high in breast tumor samples with low ERα expression and negatively correlates with PHD3 expression

To determine the clinical relevance of ERβ2 expression in breast cancer, we analysed ERβ2 expression in 50 human breast tumor samples. The tumor samples were divided into ERα-low expression (*n* = 20) and ERα-high expression (*n* = 30) based on ERα mRNA levels (*p* < 0.001) (Figure 6A). We observed that ERα-low expression tumors, that are generally more aggressive, express higher level of ERβ2 as compared to ERα-high expression tumors (Figure 6B) (*p* < 0.05). This is consistent with the high expression of ERβ2 that we report for TNBC cell lines. We further investigated the relationship between ERβ2 and PHD3 mRNA expression in the clinical samples. Our analysis showed a weak negative correlation between ERβ2 and PHD3 expression in ERα-low expression tumor samples (Figure 6C), which was not observed in ERα-high expression tumor samples (data not shown). These results support our findings in TNBC cell lines that knockdown of ERβ2 increases PHD3 expression. We did not find a correlation between ERβ2 and HIF-1α mRNA expression in clinical samples (data not shown). This may be due to the fact that the effect of ERβ2 on HIF-1α mRNA expression in cell lines is very modest (Figure 5E).

**Figure 6:**
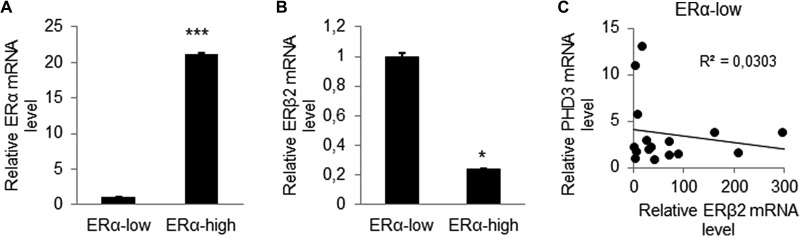
ERβ2 expression is high in breast tumor samples with low ERα expression and negatively correlates with PHD3 expression (**A**) qPCR analysis of ERα mRNA level of 50 human breast cancer tissues determined ERα-low expression (n=20) and ERα-high expression (*n* = 30) breast tumors. Data represent means ± SD. ***P < 0.001. (**B**) qPCR analysis of ERβ2 mRNA level in ERα-low expression tumor samples compared to ERα-high expression breast tumor samples. Data represent means ± SD. *P < 0.05. (**C**) Negative correlation of PHD3 mRNA expression to ERβ2 mRNA expression in ERα-low expression breast tumors. *P < 0.05.

## DISCUSSION

The function of the human ERβ variant ERβ2 remains elusive. In this study we report that several TNBC cell lines express endogenous ERβ2 without expression of ERα and ERβ1. To our knowledge this is the first study that addresses the molecular mechanism and cellular phenotypes conferred by endogenous expression of ERβ2 alone, without the influence of ERα and ERβ1. We demonstrate that ERβ2 depletion significantly inhibited proliferation and invasion of TNBC cells. This was confirmed with a second set of siRNA (data not shown), supporting that this does not correspond to off-target effects. Moreover, we observed opposite cellular phenotypes and molecular changes resulting from overexpression of ERβ2, further supporting that the observed effects are related to ERβ2.

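No gene was called on the ERβ2 plasmid arrays at the thresholds used for knockdown, so the genes called in both could not be compared. RECK lay 0.17 lower on the log2 scale with the ERβ2 plasmid than with EV (standard error 0.06, n = 3 arrays per group), a difference that was opposite to knockdown but did not pass the test (adjusted p = 0.601 from limma). TGFB3 had a change of 0.16 (adjusted p = 0.712), E2F2 of 0.05 (adjusted p = 0.911), GAB1 of −0.07 (adjusted p = 0.870) and CDKN1A of 0.16 (adjusted p = 0.590), and none of them passed. At an adjusted p of at most 0.1 whatever the fold change, 2 genes passed in limma: LIF, a cytokine of the interleukin 6 family, rose by 0.56 (standard error 0.06), and H2BC8, a core histone H2B, rose by 0.53 (standard error 0.05), each with an adjusted p of 0.0794. A second, dimmer cluster of LIF had a change of 0.28 that did not pass (adjusted p = 0.718). Both calls were lost with all transcript clusters in the fit (adjusted p = 0.284), by the q-value of the paper's methods (0.317 for LIF and 0.216 for H2BC8) and on leaving out any array but EV replicate 2 (adjusted p from 0.442 to 0.704). The next genes by p did not pass (adjusted p = 0.218 for each). They were MIRLET7A2, with a change of −0.73 (standard error 0.10), SNORA23, with 0.47 (standard error 0.06), and PIM1, with 0.43 (standard error 0.06). With an intensity trend and robust prior they passed (adjusted p = 0.0226, 0.00411 and 0.00411). MIRLET7A2 also passed without EV replicate 2 (adjusted p = 0.0609). At an unadjusted p under 0.05 there were 1260 genes. The genes upregulated on knockdown had a median change of −0.02 on the plasmid arrays, with 57.7% of them lower, against 51.7% of all genes. The repressed genes had a median change of −0.007, with 52.9% of them lower, so they did not lean opposite to knockdown. Limma's camera gave an adjusted p of 0.653 for the upregulated genes and of 0.712 for the repressed genes, adjusted over 4 sets. At an unadjusted p under 0.05, 211 genes were higher on knockdown and lower on overexpression, where independent lists would share 144 (Fisher's exact test, 2-sided, p = 1.4e-09, adjusted over 4 overlaps 5.5e-09), and 108 were lower on knockdown and higher on overexpression, where 105 would be shared (p = 0.783, adjusted 0.783). Genes are not independent of each other, so these p-values are too small. In the same direction, 117 genes were higher in both (105 would be shared, exact p = 0.185, adjusted 0.247) and 116 lower in both (145 would be shared, exact p = 0.00594, adjusted 0.0119). The effects of knockdown and overexpression differed for 989 genes (difference of at least 1.5-fold and adjusted p of at most 0.1). Among them were RECK, with a difference of 1.37 (standard error 0.10, adjusted p = 1.7e-06), TGFB3, with 1.95 (standard error 0.10, adjusted p = 3.0e-07), and E2F2, with −1.32 (standard error 0.10, adjusted p = 2.3e-06). The count mostly follows the knockdown: regroupings that kept the siRNA groups whole reached 1090 genes, and those that mixed them reached 0. A difference of effects does not show opposite changes. TGFB3 had changes of the same sign (2.10 and 0.16), while those of RECK and E2F2 had opposite signs without passing on overexpression.

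**Figure D2:**
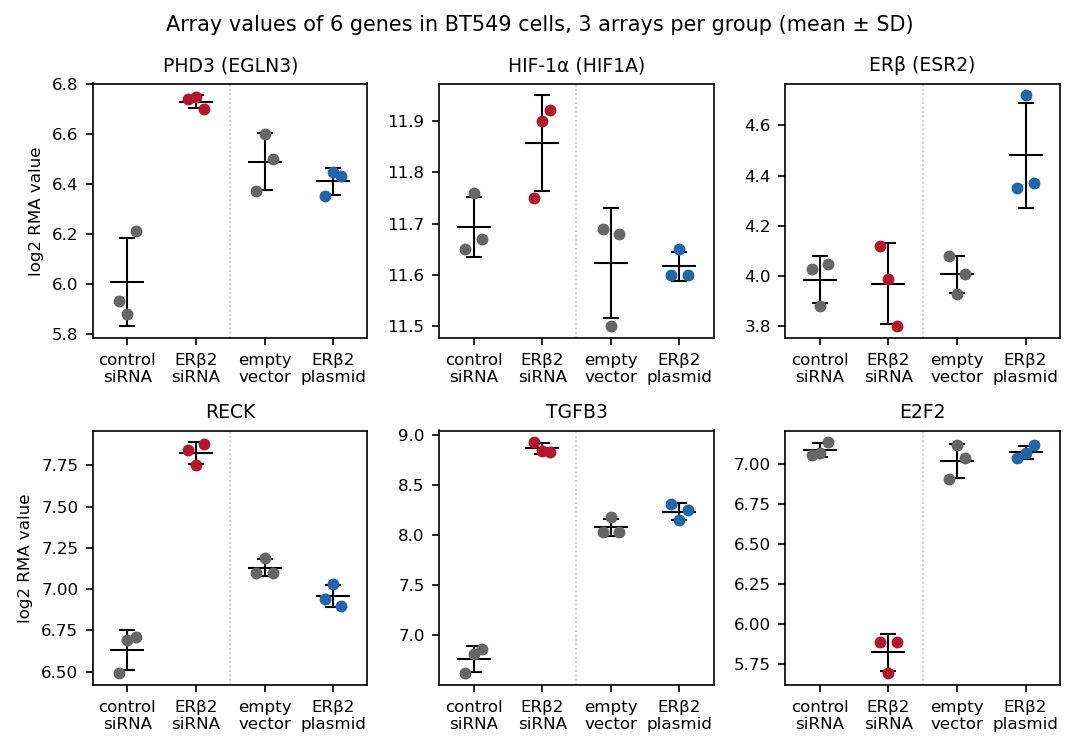
Log2 RMA values of 6 genes in BT549 cells with control siRNA or ERβ2 siRNA (48 h) and EV or ERβ2 plasmid (24 h). Points are single arrays, and bars are the mean ± SD of 3 arrays. The vertical scale differs between genes. TGFB3 lies at 6.76 with control siRNA, 8.87 with ERβ2 siRNA, 8.08 with EV and 8.24 with the ERβ2 plasmid.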

We used gene expression profiling to start to elucidate the molecular mechanisms associated with the proliferative and invasive properties of ERβ2 in the BT549 cell line and identified changes in pathways and molecular classes associated with cancer, cell cycle, cell survival and cell death compatible with a role of ERβ2 in cellular proliferation and invasion. 

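Beside the cell cycle and cell death genes, genes of the mesenchymal and the epithelial state both had more rises than falls after ERβ2 knockdown. Of 29 measured mesenchymal genes, 14 rose, 5 fell and 10 did not pass the test, with the same counts when adjusted over the list alone. The call of the list in limma's camera (adjusted p = 0.0201) was lost with an estimated correlation (adjusted p = 0.145) and without dim genes (adjusted p = 0.167). ACTA2, smooth muscle actin, rose by 0.73 on the log2 scale (standard error 0.05, n = 3 arrays per group), SNAI1, a transcription factor that represses E-cadherin, by 0.69 (standard error 0.11), and the collagen genes COL1A1 by 0.68 (standard error 0.07) and COL1A2 by 0.66 (standard error 0.06). Of 27 epithelial genes, 10 rose, 1 fell and 16 did not pass (11 rose and 2 fell when adjusted over the list alone). The epithelial list (adjusted p = 0.0368) also lost its call with an estimated correlation (adjusted p = 0.145). CDH3, P-cadherin, rose by 1.03 (standard error 0.07) and the keratins KRT5 by 0.96 (standard error 0.09), KRT18 by 0.88 (standard error 0.09, and 0.63 on a second cluster) and KRT8 by 0.78 (standard error 0.10). The mean change of the epithelial list was 0.20, while its median was −0.05. Markers of luminal lines, of blood cells and of endothelial cells did not pass as lists in camera (adjusted p = 0.915 for each of the first 2 lists). The luminal list passed by fry, another list test of limma (adjusted p = 0.0680). Of 14 luminal markers 3 rose and 2 fell, and of 11 blood cell markers 2 rose and 1 fell. The test compares the siRNA groups, so it cannot show other cells that are equally present in both. From the pathways and classes of molecules that changed on knockdown, which it names as cancer, cell cycle, cell survival and cell death, the paper reasons that the profile is compatible with a role of ERβ2 in proliferation and invasion.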

To our knowledge, this study is the first to assay regulation of global gene expression by endogenous ERβ2.

In this study we propose that the proliferative and invasive phenotype associated with ERβ2 expression could be mediated via repression of PHD3 and subsequent up-regulation of HIF-1α. PHD3 is known to regulate HIF-1α by posttranslational modification. However, we also observe minor effects on HIF-1α mRNA levels upon modulation of ERβ2 levels. Indeed, studies also show that HIF-1α is additionally subject to transcriptional regulation [29]. It promotes cell proliferation, migration and invasion in various tumor cells [30–33]. 

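For HIF1A, the difference between the effect of knockdown and the effect of overexpression was 0.17 on the log2 scale (standard error 0.09), which did not pass the test (adjusted p = 0.230 from limma over all 12 arrays). Across single arrays HIF1A ran from 11.65 to 11.76 with control siRNA, from 11.75 to 11.92 with ERβ2 siRNA, from 11.5 to 11.69 with EV and from 11.6 to 11.65 with the ERβ2 plasmid, so each treated group overlapped its control.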

PHD3 has been shown to exert anti-proliferative effects including inhibition of tumor growth in pancreatic cancer and renal cell carcinoma [34, 35]. High PHD3 expression is correlated with good clinical prognosis markers for breast cancer such as lower tumor grade, smaller tumor size and lower proliferation [5]. In a recent study, down-regulation of PHD3 expression was reported to occur during epithelial to mesenchymal transition (EMT) [36]. It remains unclear if ERβ2 regulates PHD3 directly or indirectly. In support of an indirect mechanism of ERβ2 regulation of PHD3, we were unable to detect binding of ERβ2 to the promoter region of the PHD3 gene using a ChIP assay (data not shown). Furthermore, our analysis revealed a weak negative correlation between ERβ2 and PHD3 mRNA expression in ERα-low expression breast tumors, consistent with the notion that ERβ2 downregulates PHD3. The weak correlation is presumably due to the small sample size and cell type heterogeneity of the tumor samples. Our data suggest that ERβ2 regulates PHD3 indirectly, which may also account for the poor correlation. Moreover, the lack of a correlation between ERβ2 and PHD3 expression in ERα-high expression tumor samples may be due to the low or even undetectable expression levels of ERβ2 in these tumor samples. Our data are consistent with Peurala et al. who found that PHD3 is mainly expressed in tumors with better prognosis and their preliminary data suggested that PHD3 negativity associates with triple negative tumors [6].

In this study we focus on ERβ2 regulation of PDH3. However, our analysis also identified additional ERβ2 target genes that could contribute to effects of ERβ2 on proliferation and invasion. 

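Genes that degrade the extracellular matrix were among those that rose after ERβ2 knockdown. Of 32 measured matrix proteases and members of the plasminogen system, 13 rose, 3 fell and 16 did not pass the test (15 rose and 4 fell when adjusted over the list alone). MMP3, stromelysin 1, rose by 1.29 on the log2 scale (standard error 0.07, n = 3 arrays per group), CTSL, the lysosomal protease cathepsin L, by 0.70 (standard error 0.07) and ADAM12, a membrane-bound metalloproteinase, by 0.60 (standard error 0.05). The list had a mean change of 0.24 and an adjusted p of 0.00143 from limma's camera, and kept its call with an estimated correlation (adjusted p = 0.0848). Between EV and control siRNA, which differ in time and reagent together, 14 members were higher and 7 lower, with a mean of 0.38. Camera gave an adjusted p of 0.00295 there, and of 0.101 with an estimated correlation. The rise of the list is therefore not shown to be particular to ERβ2 siRNA.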

Genes known to be involved in positive regulation of cell proliferation such as E2F2 [30] and GAB1 [29], were decreased upon knockdown of ERβ2 in both analysed TNBC cell lines. Furthermore, the regulators of cell cycle progression, cyclins E and A (CCNE2/CCNA2) were down regulated 1.3 and 1.4 fold, respectively, with a concomitant increase in the expression of p21WAF1/CIP1 (CDKN1A) of 1.5 fold (data not shown). 

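In BT549 cells E2F2 had a log2 value of 7.06, 7.07 and 7.14 in the control siRNA arrays and of 5.89, 5.69 and 5.89 in the ERβ2 siRNA arrays, with a 95% confidence interval of the change from −1.43 to −1.11. GAB1 had values of 8.83, 8.72 and 8.64 with control siRNA and of 8.15, 8.11 and 8.04 with ERβ2 siRNA, and its interval ran from −0.78 to −0.48. A second, dimmer transcript cluster of GAB1 had a change of −0.26 (adjusted p = 0.0798 from limma over all clusters with a gene symbol). E2F8, another E2F factor, had a log2 change of −0.52 (standard error 0.09, n = 3 arrays per group, adjusted p = 0.00366 from limma).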

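CCNE2 and CCNA2, the cyclins that drive entry into and passage through S phase, were lower after ERβ2 knockdown, and CDKN1A, which inhibits the kinases these cyclins activate, was higher. CCNE2 was 1.27-fold lower (log2 change −0.34, standard error 0.05, n = 3 arrays per group, adjusted p = 0.00162 from limma). CCNA2 was 1.35-fold lower, from 10.77 ± 0.09 to 10.33 ± 0.07 (SD, n = 3 each), with a log2 change of −0.44 (standard error 0.07, adjusted p = 0.00187 from limma). CDKN1A was 1.53-fold higher, from 8.58 ± 0.09 to 9.19 ± 0.05 (SD, n = 3 each), with a log2 change of 0.61 (standard error 0.07, adjusted p = 2.6e-04 from limma). The cyclins passed the test but lay below the fold cut-off of 1.5, and CDKN1A passed both. CDKN1A still passed the test but lay below the cut-off when the arrays were quantile normalized again (1.47-fold), when each was centred on its median (1.44-fold) and without control siRNA replicate 3 (1.47-fold).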

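WT1, a zinc finger transcription factor of kidney and gonad development, was lower after ERβ2 knockdown in BT549 cells. Its log2 value fell from 6.99 ± 0.12 (SD, n = 3) with control siRNA to 6.50 ± 0.09 (SD, n = 3) with ERβ2 siRNA, a level of 0.709 of the control. The log2 change of −0.50 (standard error 0.08, 95% confidence interval −0.67 to −0.32) passed the test (adjusted p = 0.00184 from limma) and lay below the fold cut-off of 1.5. Each ERβ2 siRNA array lay below each control siRNA array.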

Knockdown of ERβ2 also downregulated gene expression of the Wilms tumor-1 (WT-1) transcription factor known to play an important role in cellular development, cell survival and angiogenesis [32, 33]. Finally, genes involved in inhibition of cell migration and invasion such as RECK [26, 27] and TGFB3 [25] were induced by knockdown of ERβ2 in BT549 cells.

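RECK and TGFB3 rose beyond their replicate spread, with 95% confidence intervals of the log2 change from 1.02 to 1.36 and from 1.93 to 2.27. Other inhibitors of invasion moved in both directions. Of 18 measured inhibitors of matrix proteases and suppressors of metastasis, 7 rose, 2 fell and 9 did not pass the test (8 rose and 2 fell when adjusted over the list alone). TFPI2, a secreted inhibitor of plasmin and other proteases, rose by 0.94 on the log2 scale (standard error 0.05, n = 3 arrays per group), while TIMP3, an inhibitor of metalloproteinases, had a change of −0.48 (standard error 0.06, and −0.34 on a second cluster) and KISS1, a suppressor of metastasis, −0.45 (standard error 0.12). KISS1 did not pass with all 4 groups in 1 fit (adjusted p = 0.117). The list, which holds RECK, did not pass in limma's camera (adjusted p = 0.140). Of 23 targets induced by TGF-β, 15 rose, 1 fell and 7 did not pass, with the same counts when adjusted over the list alone. The list had a mean change of 0.28 and an adjusted p of 1.9e-05 from limma's camera, and lost its call with an estimated correlation (adjusted p = 0.141). LTBP2, a protein of the matrix that is related to the carriers of latent TGF-β, rose by 1.19 (standard error 0.07), TGFBR1, the type I receptor, by 0.76 (standard error 0.06) and SMAD6, an inhibitor of the pathway, by 0.56 (standard error 0.08).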

In this study, we screened the expression of ERβ2 in a panel of ten breast cancer cell lines. These cell lines can be classified into three different breast cancer subtypes according to the expression of ER, PR and HER2 receptor: ER-positive (MCF-7, MDA-MB-175, ZR-751 and CAMA-1), HER2-overexpressed (SK-BR-3 and HCC1569) and triple-negative subtypes (Hs578T, MDA-MB-231, BT549 and BT20). Gene expression profiling has further classified breast cancer into five subtypes: luminal A, luminal B, HER2-enriched, basal-like and normal-like [37]. The cell lines used in our study represent different breast cancer subtypes. For example, MCF-7 and ZR-751 cell lines are representative of luminal A and luminal B, respectively. SK-BR-3 closely resembles HER2-enriched, while the TNBC cell lines such as BT549, MDA-MB-231 and Hs578T resemble basal-like tumors. Clinically, the basal-like tumors are characterized by poorer survival outcomes and higher relapse rates than other subtypes of breast cancer [38]. Our results show that the highest level of endogenous ERβ2 expression was observed in the TNBC cell lines, indicating a role of ERβ2 in promotion of an aggressive phenotype. In line with this, our data also showed an increased expression of ERβ2 in ERα-low expression tumors compared with ERα-high expression tumors. TNBC lacks effective specific targeted therapy leading to poor survival. It is possible that a fraction of TNBC expresses ERβ2 and that this class of TNBC would benefit from therapeutic strategies targeting ERβ2. We were unable to detect endogenous ERβ2 protein in BT549 and MDA-MB-231 cells, that have the highest levels of ERβ2 mRNA expression, by Western blotting using the only specific ERβ antibody (PPZ0506) [17]. It is possible that the levels of ERβ2 are still not very high in these cell lines or that the antibody may not provide sufficient sensitivity.

Studies of ERβ2 are limited by the lack of this ERβ2 isoform in rodents. Thus it will be important to generate mouse models that express ERβ2 in different tissues. Furthermore, although ERβ2 does not bind tested ER ligands, it is possible that compounds that inhibit its function can be identified, thus providing tools to further explore the function of ERβ2 as well as be used therapeutic agents, for example in breast cancers that express ERβ2.

In summary, we identify TNBC breast cancer cell lines that express endogenous ERβ2 but not ERα or ERβ1 and show that ERβ2, when expressed alone in these cell lines, promotes cell proliferation and invasion and suggest a mechanism for these effects. Whether our results can be translated into an understanding of the molecular mechanism for the invasive nature of TNBC and potentially the identification of targeted therapies remains to be determined.

## MATERIALS AND METHODS

### Cell culture

Cell lines were obtained from the American Type Culture Collection (ATCC) and maintained at 37°C and 5% CO_2_. MCF-7, CAMA-1, SK-BR-3, Hs578T and BT20 cells were grown in DMEM medium (Gibco by Life Technologies, Carlsbad, CA) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin (Gibco); ZR-751, HCC1569, MDA-MB-231 and BT549 cells were grown in RPMI 1640 medium (Gibco) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin (Gibco); MDA-MB-175 cells were grown in L-15 medium (Gibco) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin (Gibco).

### RNA isolation and cDNA synthesis

Total RNA was extracted using the RNeasy Plus Kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. cDNA was synthesized using SuperScript™ VILO™ MasterMix according to the standard protocol (Invitrogen, Carlsbad, CA). In brief, 1 μg of RNA was mixed with 4 μl of SuperScript VILO MasterMix and DEPC treated water to a total volume of 20 μl. The reaction was gently mixed and incubated at 25°C for 10 mins, at 42°C for 60 mins and at 85°C for 5 mins. cDNA was stored at -20°C until further use.

### qPCR

Real-time PCR was performed with the SYBR Green I dye master mix (Applied Biosystems, Foster City, CA). qPCR reactions were analysed using a 7500 Fast Real-Time PCR System (Applied Biosystems) applying the following conditions: 95°C for 20 sec, followed by 40 cycles at 95°C for 3 sec and 60°C for 30 sec. Primer sequences for analysed genes were: ERβ1/ERβ2 forward 5′-TCCATGCGCCTGGCTAAC-3′, ERβ1 reverse 5′-CAGATGTTCCATGCCCTTGTTA-3′, ERβ2 reverse 5′-CCATCGTTGCTTCAGGCAA-3′, PHD3 forward 5′-GCCGGCTGGGCAAATACTA-3′, reverse 5′-CCGGATAGCAAGCCACCAT-3′, TGFB3 forward 5′-TACTATGCCAACTTCTGCTCAG-3′, reverse 5′-AACTTACCATCCCTTTCCTC-3′, GAB1 forward 5′-CCTGTTGCTCATCAACTGTCAAAGC-3′, reverse 5′-CTACACTCGATGTCCCAGATGGG-3′, E2F2 forward 5′-TGAGGACAAGGCCAACAAGAG-3′, reverse 5′-TTGCCAACAGCACGGATATC-3′, RECK forward 5′-AACAGGCCAACAGAACTTTTCAG-3′, reverse 5′-CATGTCATTCATGGCTCCTTGA-3′, ERα forward 5′-GCTACGAAGTGGGAATGATGAAAG-3′, reverse 5′-TCTGGCGCTTGTGTTTCAAC-3′. mRNA expression levels were normalized to acidic ribosomal phosphoprotein P0 (36B4) mRNA[39] reference gene forward 5′-GTGTTCGACAATGGCAGCAT-3′, reverse 5′-GACACCCTCCAGGAAGCGA-3′ or to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) reference gene forward 5′-GACCCCTTCATTGACCTCAACT-3′, reverse 5′-GAATTTGCCATGGGTGGAAT-3′.

### Plasmids and siRNA transfection

The ERβ2 cDNA was cloned into the pcDNA3.1 vector with a FLAG tag at the N-terminus. MDA-MB-231 or BT549 cells at a confluency of about 70-90 % were transfected with 2.5 μg of either pcDNA3.1-ERβ2 or pcDNA3.1-empty vector (pcDNA3.1-EV) plasmid using 5 μl/well of Lipofectamine^®^2000 according to manufacturer's instructions (Invitrogen, Carlsbad, CA). For siRNA transfection, BT549 and MDA-MB-231 cells were transfected at about 30-50 % confluency with two different sets of siRNA targeting ERβ2 mRNA (Thermo Scientific and Dharmacon) or control siRNA (Sigma) and siRNA targeting PHD3 mRNA with the sequence GUACUUUGAUGCUGAAGAAUU (Sigma) using 10 μl/well of INTERFERin^TM^ siRNA transfection reagent (Polyplus, Illkirch, France) according to manufacturer's instructions.

### Western blot and ELISA assay

Protein lysates were extracted using RIPA buffer (Thermo Fisher, Waltham, MA) with protease inhibitor cocktail (Roche, Basel, Switzerland). Thirty μg of protein was boiled with 5x Laemli buffer (0.5 M Tris-HCl, 10% SDS, 30% glycerol, 0.25% Bromphenol blue, 20% β-mercaptoethanol) for 10 mins. Protein samples were separated by SDS-PAGE, and electrophoretically transferred to nitrocellulose membranes (GE Healthcare, Danderyd, Sweden). After milk blocking, blots were incubated over night at 4°C with the following primary antibodies: PPZ0506 [17] for ERβ2 (R&D systems, Abingdon, UK), PHD3 (Novus biological, Littleton, CO), HIF-1α (Pharmingen, San Diego, CA) and β-actin (Sigma Aldrich, Dorset, UK). Secondary antibodies were anti-mouse and anti-rabbit IgG (GE Healthcare, Danderyd, Sweden).

For ELISA analysis, thirty μg of protein was used. HIF-1α ELISA was performed using Human/Mouse Total HIF-1 alpha DuoSet IC ELISA kit (R&D systems, Abingdon, UK) according to manufacturer's instructions.

### Immunofluorescence

100000 cells were seeded on microscope cover glass (Menzel Glaser, Germany) 24 h after ERβ2 or control plasmid transfection. The next day, immunofluorescence analysis was performed as described previously [40]. PHD3 (Novus biological, Littleton, CO) antibody was used. DAPI (4′, 6-diamidino-2-phenylindole) (Sigma Aldrich, Dorset, UK) was used at 0.5 μg/mL for nuclear staining. The coverslips were then mounted on a microscope slide SuperFrost^®^Plus (Menzel Glaser, Germany) with fluorescence mounting solution (Dako, Carpinteria, CA).

### Cell proliferation assay

3000 cells per well were seeded in 96-well plates 24 h after ERβ2 or control plasmid transfection and 48 h after ERβ2 siRNA or control siRNA transfection. Cell proliferation was determined after 1, 2, 3 or 4 days using the WST-1 kit (Roche, Basel, Switzerland) according to the instructions of the manufacturer. The absorbance was measured at 450 nm using NanoQuant spectrophotometer (Tecan, Männedorf, Switzerland).

### Invasion assay

Twenty-four hours after transfection of control siRNA or ERβ2 siRNA and pcDNA3.1-empty vector or pcDNA3.1-ERβ2, approximately 2.5 × 10^4^ cells were seeded in the upper chambers of 24-well BD Biocoat growth factor-reduced Matrigel Invasion Chambers (Becton Dickinson, Bedford, MA) with media without FBS and incubated at 37°C for 24 h. Medium containing 10% FBS was added to the lower chamber. Non-invading cells in the upper chamber were removed by scraping with cotton sticks and washed with PBS. Cells that migrated to the lower chamber were fixed and stained using Gurr for microscopy (VWR, Radnor, PA) and counted under a microscope Zeiss Axiovert S100 under magnification ×20.

### Gene expression microarray analysis

Total RNA from three biological replicates were hybridized to Affymetrix Human Gene 1.1 ST arrays, which contain probes for 33299 gene sequences. Experimental steps such as probe synthesis, hybridization and scanning were done according to the Affymetrix protocol (www.affymetrix.com). Pre-processing for background correction/normalization was performed in the Affymetrix Expression Console using the Robust Multichip Average (RMA) method [41]. Two-tailed Student's *t*-test was used to derive *p*-values, and the false discovery rates were estimated using the q-value. A cut-off fold change of at least 1.5 and *p* value < 0.05 were used to define differentially regulated genes. The q-value, representing the false discovery rate, was less or equal to 0.1. The microarray raw data are deposited in GEO (accession number GSE57379).

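At a fold change of at least 2, 158 genes were called after ERβ2 knockdown, 121 of them upregulated and 37 repressed. Among the upregulated genes were ARSJ, a sulfatase (log2 change 1.80, standard error 0.06, n = 3 arrays per group), PRUNE2 (1.82, standard error 0.06, and 1.72 on a second cluster), TPD52L1 (1.81, standard error 0.05) and CD248, a surface glycoprotein of stromal cells (1.77, standard error 0.11). Among the repressed genes were CACYBP, which binds calcyclin (log2 change −1.63, standard error 0.06, and −1.30 on a second cluster), BABAM1, a subunit of a BRCA1 complex (−1.62, standard error 0.06), C1D, a cofactor of the RNA exosome (−1.54, standard error 0.05), TPP2, a large peptidase (−1.42, standard error 0.07), PC, pyruvate carboxylase (−1.39, standard error 0.10), and CIAO2A, a factor of iron-sulfur protein assembly (−1.39, standard error 0.07). Each had an adjusted p of at most 3.5e-05 from limma. C1D was read by 4 transcript clusters, whose changes ran from −1.54 to −1.27. The pathway analysis of these genes by IPA was not repeated here.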

To derive genes as input for pathway analysis the following cut-offs were applied; fold change of ≥ 2, *p* value < 0.05 and q value ≤ 0.1. The IPA software (www.ingenuity.com) was used for this analysis. The entire IPA core analysis was performed based on information in the Ingenuity Pathway Knowledge Base (IPKB), which derives information from known relationships of molecules, functions and interactions of genes published in the literature.

IPA analysis identified pathways that were most significantly changed upon ERβ2 knock down. Associated network functions and molecular functions are two of the categories used for enrichment testing within IPA. Biological functions were ranked according to the significance of that function to the network. Fisher's exact test was used to derive the *p*-values in IPA.

### Human breast tumor samples

The tumor samples in this study have been previously described [18]. The studies were approved by the ethical committee of the Karolinska Institute.

### Statistics

Student's *t*-test was used to determine statistically significant differences and *p* < 0.05 was considered to be significant unless otherwise specified.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

ER: estrogen receptor
ERβ2: estrogen receptor beta isoform 2
ERβ1: estrogen receptor beta isoform 1
ERα: estrogen receptor alpha
PHD3: prolyl hydroxylase 3
HIF-1α: hypoxia inducible factor 1α
TGFB3: transforming growth factor beta 3
E2F2: E2F transcription factor 2
GAB1: GRB2-associated-binding protein 1
RECK: Reversion-inducing cysteine-rich protein with Kazal motifs
AF-2: activation function 2
RMA: robust multichip average
IPKB: ingenuity pathway knowledge base
TNBC: triple-negative breast cancer
EMT: epithelial-to-mesenchymal transition
PR: progesterone receptor
HER2: human epidermal growth factor receptor 2
EV: empty vector

# Supplementary material for: Estrogen receptor β2 induces proliferation and invasiveness of triple negative breast cancer cells: association with regulation of PHD3 and HIF-1α
**Source:** Oncotarget. 2017 Sep 4;8(44):76622–33. doi: 10.18632/oncotarget.20635
**Supplement:** Supplementary file 1

# Estrogen receptor $\beta 2$ induces proliferation and invasiveness of triple negative breast cancer cells: association with regulation of PHD3 and HIF-1 $\alpha$

## SUPPLEMENTARY MATERIALS

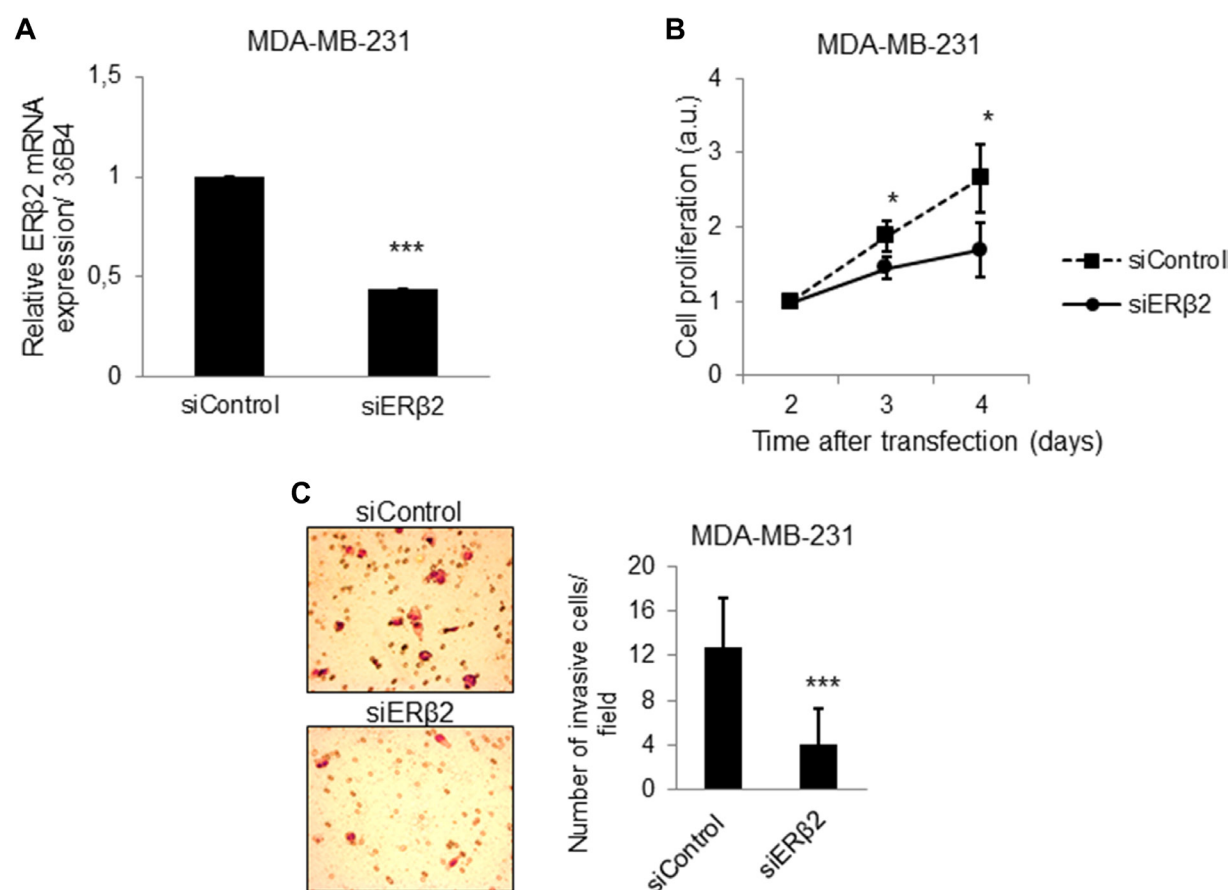

**Supplementary Figure 1:** (A) ER $\beta 2$  siRNA down-regulates ER $\beta 2$  mRNA in MDA-MB-231 cells. ER $\beta 2$  mRNA level was determined by qPCR after transfection with control siRNA or ER $\beta 2$  siRNA. Data are normalized to 36B4 and shown as relative fold change compared to control siRNA  $\pm$  SD. \*\*\* $P < 0.001$ . (B) ER $\beta 2$  depletion reduces proliferation of the MDA-MB-231 cell line. MDA-MB-231 cells were transfected with control siRNA or ER $\beta 2$  siRNA. WST-1 assays as a measure of cellular proliferation were carried out at the indicated time points after siRNA transfection. Data are shown as means  $\pm$  SD. \* $P < 0.05$ . The experiment was repeated three times. One representative experiment is shown. (C) ER $\beta 2$  depletion reduces invasion of MDA-MB-231 cell line. MDA-MB-231 cells were transfected with control siRNA or ER $\beta 2$  siRNA, and cell invasion was evaluated by the BD Biocoat growth factor reduced Matrigel invasion chamber assay. Data represent means  $\pm$  SD. \*\*\* $P < 0.001$ . Experiment was repeated twice. One representative experiment is shown. A,B,C,  $p$  values were calculated by  $t$ -test.

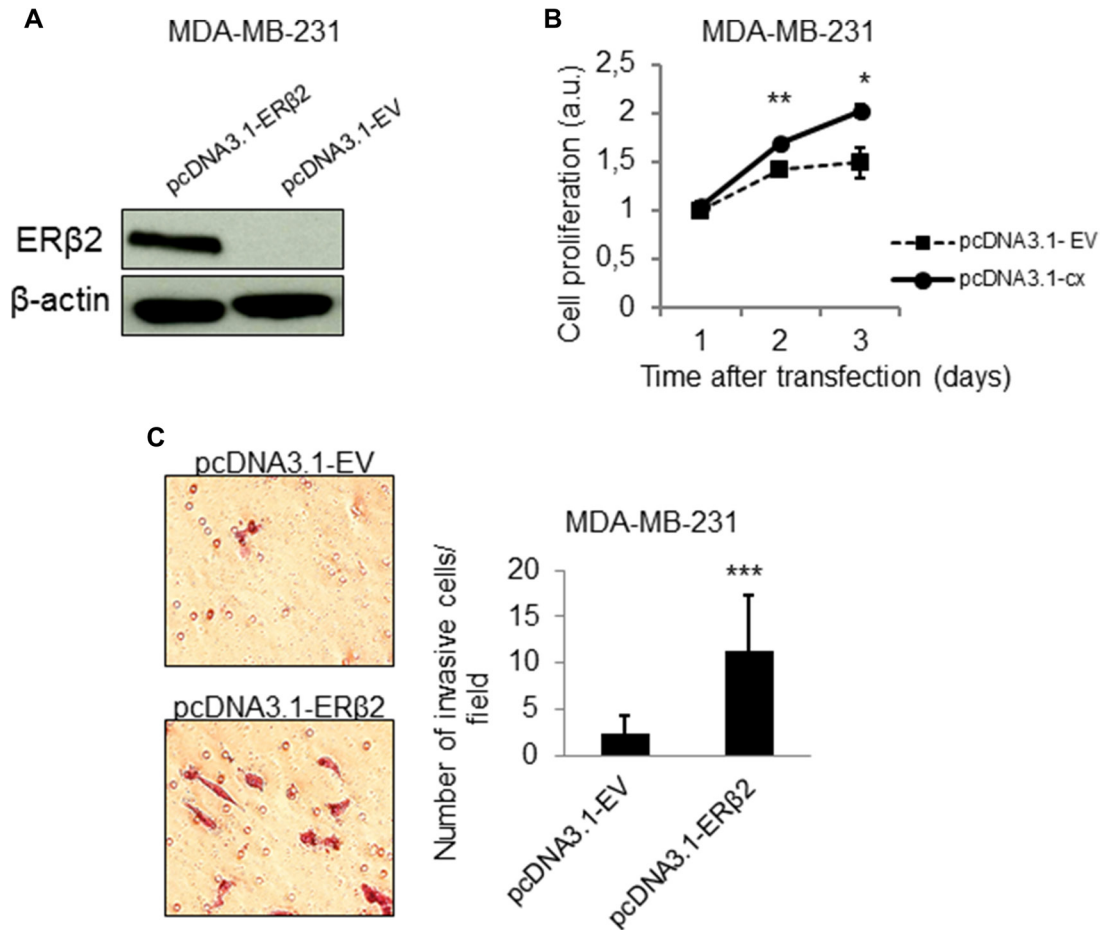

**Supplementary Figure 2:** (A) Western blot analysis showing increased protein level of ERβ2 after transient overexpression of ERβ2 protein. ERβ2 was detected by the PPZ0506 antibody. β-actin was used as a loading control. (B) ERβ2 overexpression promotes cell proliferation in MDA-MB-231 cells. WST-1 assays of cell proliferation were carried out at the indicated time points after transfection of ERβ2 or empty vector (EV). Ratio of absorbance to day 1 is calculated. Data are shown as means of relative absorbance  $\pm$  SD. \* $P < 0.05$ , \*\* $P < 0.01$ . Experiments were repeated three times. One representative experiment is shown. (C) ERβ2 overexpression promotes cell invasion in the MDA-MB-231 cell line. MDA-MB-231 cells were transfected with ERβ2 or EV, and cell invasion was evaluated by the BD Biocoat growth factor reduced Matrigel invasion chamber assay. Data represent means  $\pm$  SD. \*\*\* $P < 0.001$ . Experiment was repeated twice. One representative experiment is shown. B,C,  $p$  values were calculated by  $t$ -test.

How the deposited data were processed for this re-analysis (not part of the article)

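The data were 12 arrays of the Affymetrix Human Gene 1.1 ST type from BT549 cells, 3 biological replicates in each of 4 groups. Total RNA was taken 48 h after transfection with control siRNA or ERβ2 siRNA and 24 h after transfection with empty vector or the plasmid with FLAG-tagged ERβ2 cDNA. The deposited values are log2 values, to 2 decimals, which the authors made with RMA in the Affymetrix Expression Console, with background correction, normalization between arrays and summary of the probes into 1 value per transcript cluster. The base of the logarithm is not stated and was taken as 2, the base that RMA gives. The version of the software is not given in the sources used here. The array medians lay between 5.04 and 5.14, and arrays of the same group had a mean correlation with each other from 0.997 (EV replicate 2) upward.

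Gene symbols came from the probe annotation of the array. Of 33297 transcript clusters, 19181 had 1 symbol, 2055 had several and 12061 were not in the annotation. Gene IDs of 19143 of the clusters with 1 symbol were found in the RefSeq gene table of assembly GRCh38.p14, which was used for names alone. For the 895 genes with more than 1 cluster, the cluster with the highest mean over the 12 arrays was used, which left 17958 genes. No genes were filtered out for low values, since the paper's methods name no such filter. No coordinates are given, since no genome build is named for the array.

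Effects were estimated with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a replicate block) as ERβ2 siRNA minus control siRNA and as ERβ2 plasmid minus empty vector, 3 arrays against 3 in each. A gene was called at a fold change of at least 1.5, an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p of at most 0.1. The genes for pathway analysis were called at a fold change of at least 2. A single gene was said to have risen or fallen at an adjusted p of at most 0.1. The difference between both effects was tested in 1 fit over all 12 arrays, at an adjusted p of at most 0.1 and a difference of at least 1.5-fold.

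Fixed lists of genes, 28 in all, were tested with limma's camera at a preset correlation of 0.01 and, as an alternative, with an estimated correlation and with fry. Their p-values were adjusted over the 28 lists. The paper itself used Student's t-test with q-values and the IPA software. The t-test with q-values was run as an alternative, and IPA was not used here.

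The named genes were chosen by a rule written before the data were examined: every gene the paper names, the 10 largest rises and the 10 largest falls among the called genes whose treated arrays all lay on 1 side of the control arrays, and up to 4 members with the largest fold from each gene list that passed camera and from 9 further lists. Where a comparison called fewer than 5 genes, the 5 genes with the smallest p were named. The paper's values for PHD3, RECK, TGFB3, E2F2, GAB1, CCNE2, CCNA2 and CDKN1A were known at that time. Members of lists that share a gene count under each list.

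The alternatives were other choices of rows, a filter on dim genes (mean log2 value of at least 5), quantile normalization again, cyclic loess, centring of each array on its median, the t-test of the paper's methods, q-values, an intensity trend with a robust prior, an adjusted p under 0.05, no fold cut-off, 1 fit for all 4 groups, the replicate number as a block, and leaving out each array in turn. The calling procedure was tested on simulated data with the means and spread of these arrays. For the knockdown, 54% of genes changed 1.5-fold were called, and 100% of genes changed 2-fold. For the overexpression, 50% of genes changed 1.5-fold were called, and 100% of genes changed 2-fold. The test alone, without the fold cut-off, was passed by 100% of genes changed 1.5-fold in both comparisons, and by 68% (knockdown) and 58% (overexpression) of genes changed 1.25-fold. In the simulated data, genes changed 1.5-fold were therefore lost by the fold cut-off, which lies at that value, and not by the test. The simulated data held 50 changed genes at each fold, while 2 genes passed the test on the plasmid arrays. Since an adjusted p depends on how many genes change, the simulated shares may be too high for the overexpression. On the plasmid arrays MIRLET7A2, 1.66-fold lower, did not pass (adjusted p = 0.218 from limma). The other cell lines, the qPCR, protein and invasion assays and the tumor samples of the paper were not analysed here.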

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

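The tests of array scaling, of a culture state and of the place of PHD3 among the HIF-1 targets, and the test of a response to transfection, were chosen after the results were seen. The lists were written before the data were examined, and the paper does not report on the groups below.

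Hypoxia-induced targets of HIF-1 rose together after ERβ2 knockdown, with a mean log2 change of 0.44. Of 36 measured members, 25 rose, 1 fell and 10 did not pass (25 rose and 2 fell when adjusted over the list alone), with an adjusted p of 2.0e-11 from limma's camera and of 0.0848 with an estimated correlation. PFKFB4, a regulator of glycolysis, rose by 1.40 (standard error 0.06), VLDLR, a lipoprotein receptor, by 1.38 (standard error 0.06), LOX, which cross-links collagen, by 1.31 (standard error 0.07) and GBE1, the glycogen branching enzyme, by 1.01 (standard error 0.06). The paper reports that HIF-1α protein, which the arrays do not measure, was lower after knockdown (Figure 5D). A scaling of the arrays that differs between bright and dim genes was argued against. The adjusted p was at most 1.67e-10 after quantile normalization again and after cyclic loess. The third scaling, centring each array on its median, moves all genes alike and could hardly have changed this test, so it is not counted. Members shared with the other lists were argued against too, since the 22 members on no other list had 15 rises and 1 fall (adjusted p = 7.33e-07). Without PHD3, whose change ranked 11 among all members, the other 35 had a median log2 change of 0.37, but leaving out 1 of 36 members could not have ended the list's call, so this does not show that PHD3 moves with them. A state of the culture such as density or time cannot be told apart from an effect of ERβ2 here, since the list's adjusted p of 0.57 between EV and control siRNA comes from arrays that differ in time, reagent, nucleic acid and density together. Hypoxia in the cultures, off-target effects of the siRNA and HIF-2α activity were not tested.

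The empty vector arrays lay partway along the knockdown change. For the 158 genes that changed at least 2-fold on knockdown, the EV mean lay at a median of 0.54 of the way from control siRNA to ERβ2 siRNA, 0.655 for the upregulated and 0.162 for the repressed genes, and the mean of the ERβ2 plasmid arrays at 0.529. TGFB3 was 1.32 higher on the log2 scale with EV than with control siRNA (standard error 0.08, adjusted p = 9.0e-06 from limma), RECK 0.50 higher (standard error 0.08, adjusted p = 0.00141) and PHD3 0.48 higher (standard error 0.10, adjusted p = 0.00692), while E2F2 had a difference of −0.07 (adjusted p = 0.494). CCNA2 had a difference of −0.50 (adjusted p = 0.00241), WT1 of −0.45 (0.00260) and CDKN1A of 0.42 (0.00221), each in the direction of its knockdown change (−0.44, −0.50 and 0.61). CCNE2 had a difference of −0.02 (adjusted p = 0.791). GAB1 (0.20, adjusted p = 0.0588) and PHD2 (−0.24, adjusted p = 0.0210) went against their knockdown change (−0.63 and 0.28). Shared control siRNA arrays were argued against as the whole cause, since a control siRNA array held out of the control mean lay at a median of 0.018, and the single EV arrays between 0.499 and 0.638. Across genes, the correlation of both comparisons against control siRNA was 0.394, where unchanged groups against these controls gave 0.500, and the covariance was 0.0444, where they gave 0.0036, and genes are not independent replicates. Of the genes called higher, 257 were shared, where independent lists would share 32.5, and of those called lower 30, where they would share 2.95, and part of this may come from the shared controls, which cannot be split into parts of at least 2 arrays each. For a response to transfection, time or density, the test asked for the upregulated and the repressed genes to lie within 0.2 of each other, and they lay 0.492 apart, so an even response was not seen, while one that differs between genes cannot be told apart from other causes, since transfection, time and density differ together between the controls.

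Of 30 genes of the unfolded protein response and amino acid starvation, 23 rose, 1 fell and 6 did not pass after knockdown (24 rose and 3 fell when adjusted over the list alone), with a mean log2 change of 0.36, an adjusted p of 2.3e-09 from limma's camera and of 0.0848 with an estimated correlation. SDF2L1, a protein of the endoplasmic reticulum, rose by 1.30 (standard error 0.07), and SLC7A11, the cystine transporter, by 0.86 (standard error 0.07). Of 31 inflammatory targets of NF-κB, 18 rose, 2 fell and 11 did not pass (20 rose and 2 fell when adjusted over the list alone), with a mean of 0.42, an adjusted p of 1.6e-07 and of 0.0848 with an estimated correlation. IL6 rose by 1.33 (standard error 0.08), the chemokine CXCL5 by 1.28 (standard error 0.06) and PTGS2, cyclooxygenase 2, by 1.02 (standard error 0.09), while a second, dimmer cluster of IL6 had a change of −0.08 that did not pass (adjusted p = 0.544). The replication-dependent histones had a mean change of −0.30 on knockdown. Of 9 metallothioneins and zinc-responsive genes, 6 fell, 1 rose and 2 did not pass (8 fell and 1 rose when adjusted over the list alone), with a mean of −0.60, an adjusted p of 0.00111 and of 0.141 with an estimated correlation, and MT1E had a change of −1.16 (standard error 0.07).

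With the ERβ2 plasmid, the 28 immediate early genes had a mean log2 change of 0.16, with an adjusted p of 2.7e-13 from limma's camera and of 0.166 with an estimated correlation, and none passed singly over all genes (11 rose and 1 fell when adjusted over the list alone). The 46 interferon-stimulated genes had a mean change of −0.12, with an adjusted p of 8.8e-11 and of 0.166 with an estimated correlation, and none passed singly over all genes (12 fell when adjusted over the list alone).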

How the results depend on the processing

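The number of genes upregulated on knockdown stayed within 1.5 times 584 under the alternatives with a fold cut-off, and so did the 158 genes that changed at least 2-fold and the 989 genes of the difference of effects. Without a fold cut-off 3279 genes were higher and 3150 lower. The number of repressed genes was 384 with all transcript clusters in the fit and 365 with each array centred on its median, against 227. The t-test of the paper's methods with q-values over all clusters, a setting chosen after seeing the data, gave 347. Centring moved the median change of all genes from −0.03 to −0.117 and the share of called genes that were upregulated from 72.0% to 54.0%. Leaving out each array in turn gave 567 to 639 upregulated and 215 to 261 repressed genes.

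On overexpression no gene was called. The number called higher was 1 after cyclic loess, 1 with each array centred on its median and 2 without a fold cut-off, and the number called lower was 2 with an intensity trend and robust prior and 1 with all 4 groups in 1 fit. Leaving out each array in turn gave 0 to 2 genes higher and 0 to 2 lower, and the calls came without EV replicate 2, with 2 in each direction. Genes called in opposite directions on knockdown and overexpression numbered 0, as they must with no gene called on overexpression, with 1 without a fold cut-off and 319 at an unadjusted p under 0.05.

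Of the 28 lists, 18 passed on knockdown and 6 of them with an estimated correlation. On overexpression 7 passed, 0 of them with an estimated correlation and 4 by fry. The ribosomal protein list on overexpression reversed its direction without EV replicate 2 (adjusted p = 0.876), and its adjusted p ran from 0.00221 to 0.876 as each array was left out. Where a cause is not given by the construction of the setting, the cause was not tested.

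Of 99 named genes that passed on knockdown, 96 passed under every alternative, and of the 2 that passed on overexpression, 0 did. PFKM, KISS1 and HIF1AN were those lost, and no named gene reversed. HIF1A passed in some settings and not in others. With a replicate block the counts were 583 upregulated and 227 repressed genes on knockdown, 158 at least 2-fold, 0 on overexpression and 989 for the difference of effects. HIF1A then passed (adjusted p = 0.0821), while H2BC8 and LIF did not (adjusted p = 0.786). The ribosomal protein list on overexpression also lost its call with the block (adjusted p = 0.114). Arrays with the same number had correlated deviations of 0.223, 0.143 and 0.0138 on knockdown and of −0.137, −0.0898 and 0.104 on overexpression, and 3 of the 6 pairs correlated best with their own number, so the arrays were taken to share only a number.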

Differences from the paper's values

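The paper gives an ERβ2 mRNA level by qPCR of about 0.4 of the control after ERβ2 siRNA in Fig. 2A, read by eye, with no time stated in its legend, and the ESR2 cluster on the arrays lay at 0.989 of the control siRNA level. All alternatives set before the data were examined that gave a value also differed, and none closed the gap. The qPCR assay reads the ERβ2 isoform, while the cluster stands for the whole gene.

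The paper gives a PHD3 mRNA level by qPCR of about 2.9 after knockdown in Fig. 5A, read by eye, and the arrays gave 1.65. The alternatives set before the data were examined gave values from 1.55 to 1.77, and none closed the gap. After overexpression the paper's PHD3 level by qPCR is about 0.46 of EV in Fig. 5C, read by eye, and the arrays gave 0.946. The alternatives gave values from 0.908 to 0.983, and none closed the gap. The paper's qPCR in Fig. 4A, read by eye, gives PHD3 at about 1.7 on knockdown, near the arrays' value. It gives TGFB3 at about 1.3 and E2F2 at about 0.82 of the control, while the arrays gave 4.297 for TGFB3 and 0.416 of the control for E2F2. The alternatives set before the data were examined gave folds from 4.00 to 4.44 for TGFB3 and from 0.391 to 0.435 for E2F2, and none closed the gap. For RECK, at about 1.7, and GAB1, at about 0.65, the arrays differed by less than 1.5 times. The qPCR values of Fig. 4A were added to the comparison late. All of these are other assays than the arrays.

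The paper counts PHD3 among the most regulated genes on knockdown, and prints an array fold of 2.3 for it in Fig. 4A, where it prints the same 2.3 for RECK. The arrays gave 1.65 for PHD3, and no alternative reached 2.3. Its rise on the arrays ranked 359 among 584 upregulated genes. The array folds of RECK, TGFB3 and E2F2 match those printed in Fig. 4A to 1 decimal, and GAB1 lay at 0.646 against 0.7 printed there. The paper states that HIF-1α mRNA was regulated by both treatments, and its qPCR bars lie at about 0.83 of the control on knockdown and at about 1.1 of EV on overexpression (Fig. 5E, read by eye). On the arrays HIF1A lay at 1.12 of the control on knockdown, the other direction, with an adjusted p of 0.104, and at 0.995 of EV on overexpression. On knockdown it passed with an adjusted p of 0.0477 after cyclic loess, of 0.0113 with an intensity trend and robust prior, of 0.0632 without dim genes and of 0.0717 by the q-value of the paper's methods, and in further settings, each time as a rise. The q-value is only part of the paper's rule, which also asks for an unadjusted p under 0.05 and a fold of at least 1.5. At 1.12, HIF1A did not meet that rule. The paper speaks of opposite molecular changes on overexpression, and shows them for PHD3 mRNA and protein (Fig. 5C) and for HIF-1α (Fig. 5D and 5E). It gives no count of changed genes on the plasmid arrays, where no gene was called at its thresholds. The arrays do not measure protein, and ESR2 itself did not pass there (log2 change 0.47, adjusted p = 0.449 from limma). The lack of called genes therefore does not decide on those measures.

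The counts of called genes differed from the paper's 662 upregulated and 263 repressed genes by less than 1.5 times, at 584 and 227 with limma and at 583 and 219 with the t-test and q-values of the paper's methods. With the arrays centred on their medians, 428 genes were upregulated. The folds of CCNE2, CCNA2 and CDKN1A match the paper's to 1 decimal.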

Other observations

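Interferon-stimulated genes were far higher on the plasmid arrays than on the siRNA arrays, with EV as with ERβ2. Between EV and control siRNA, a comparison that was not planned and in which time, reagent, nucleic acid and cell density differ together, 45 of 46 measured members rose and none fell, with a mean log2 difference of 3.96, an adjusted p of 5.4e-60 from limma's camera and of 0.00104 with an estimated correlation. IFI44L, a protein induced by type I interferon, had a mean log2 value of 4.91 with control siRNA, 4.88 with ERβ2 siRNA, 11.72 with EV and 11.58 with the ERβ2 plasmid (n = 3 arrays each). MX1, a GTPase that blocks viruses, was 6.48 higher with EV than with control siRNA (standard error 0.12), and IFIT1 and IFIT2, which bind viral RNA or limit its translation, were 6.38 and 6.21 higher (standard errors 0.10 and 0.07). These 4 genes were named after their values were seen, as those with the largest difference on the list. In all, 1000 genes were called higher and 233 lower with EV.

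On the same comparison 25 of 31 inflammatory targets of NF-κB rose and none fell, with a mean of 0.99 (adjusted p = 1.2e-15, and 0.0556 with an estimated correlation), and 50 of 54 genes of G2 and M phase fell and none rose, with a mean of −0.39 (adjusted p = 1.2e-15, and 0.0508 with an estimated correlation). Of 23 targets induced by TGF-β, 18 were higher with EV and 2 lower, with a mean of 0.56 (adjusted p = 1.1e-09, and 0.0296 with an estimated correlation), where the mean on knockdown was 0.28. The unfolded protein response (18 higher and 3 lower, adjusted p = 3.8e-06, and 0.101 with an estimated correlation), the mesenchymal genes (16 higher and 4 lower, adjusted p = 1.4e-04, and 0.114) and the histones (22 lower and 4 higher, adjusted p = 3.2e-04, and 0.256) were among further lists that passed there with the preset correlation alone. On knockdown, 14 of 28 immediate early genes rose and 3 fell, with an adjusted p of 0.00608 from limma's camera and of 0.341 with an estimated correlation, and NR4A3, an orphan nuclear receptor, rose by 1.04 (standard error 0.07). Genes of sterol synthesis rose, 12 of 18 with none that fell (adjusted p = 7.3e-07, and 0.122 with an estimated correlation), among them STARD4, a carrier of cholesterol, by 0.83 (standard error 0.06) and HMGCS1, an early enzyme of the pathway, by 0.66 (standard error 0.06). Of 16 glycolytic enzymes, 5 rose and 1 fell (adjusted p = 0.0135, and 0.141 with an estimated correlation), with HK2, a hexokinase, higher by 0.60 (standard error 0.06). The interferon-stimulated genes (adjusted p = 0.849), the estrogen response (adjusted p = 0.179, but 0.0535 without dim genes), the ribosomal proteins (adjusted p = 0.915) and the nuclear receptors (adjusted p = 0.929, with a mean change of −0.02 while the test pointed up) did not pass on knockdown.

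With the ERβ2 plasmid, the lists of NF-κB targets (adjusted p = 4.3e-08), of the unfolded protein response (adjusted p = 3.5e-05), of sterol synthesis (adjusted p = 0.0602) and of ribosomal proteins (adjusted p = 0.0834) were higher and that of DNA repair (adjusted p = 0.0291) lower in limma's camera, and none kept its call with an estimated correlation (adjusted p = 0.241, 0.166, 0.751, 0.892 and 0.892). The DNA repair list also lost its call in camera without EV replicate 2 (adjusted p = 0.572). Sterol synthesis lost its call without EV replicate 1 (adjusted p = 0.108), EV replicate 3 (0.357) or ERβ2 replicate 2 (0.230). The ribosomal protein list lost its call when the arrays were quantile normalized again (adjusted p = 0.393), after cyclic loess (0.761) and with a replicate block (0.114). Its call was also lost without EV replicate 2 (0.876) or ERβ2 replicate 2 (0.378). The G2 and M phase list had an adjusted p of 0.503, the S phase list of 0.307 (0.0753 without EV replicate 2 and 0.0981 without ERβ2 replicate 3) and the HIF-1 targets of 0.903 there, with a mean change of −0.003 while the test pointed up.

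The ESR2 cluster was not lower after knockdown, and both tests of this were chosen after the result was seen. A cluster near background stayed open: its mean lay above that of 23.2% of genes, close to the 25% set as the limit, but signals of different probes do not rank transcript levels and the background itself was not measured, and with the ERβ2 plasmid all 3 of its arrays lay above all 3 EV arrays, and the difference between both effects was −0.49 (standard error 0.15, adjusted p = 0.0328 from limma). Little loss of the ERβ2 transcript in these cultures stayed open too, since the 95% interval of the change reached down to −0.22 and a dim cluster may hide part of a loss. The 2 explanations cannot be told apart from these arrays.

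For the knockdown, 811 genes were called, and the highest count among the other splits of the 6 arrays into 3 and 3 was 0, with 1 of 10 splits as large, which is too few splits for a share under 0.05. For the overexpression 0 were called, the highest of the other splits was 0 and all 10 splits were as large. For the difference of effects, 989 genes were called, and 3 of 100 regroupings drawn from 200 gave as many, with 1090 as the highest of the others. Regroupings that kept the siRNA groups whole, 9 of the 100, held all 3 of these, and the highest count with the siRNA groups mixed was 0, so the count mostly follows the knockdown. The way of drawing was changed after a first draw, in which regroupings could recur and the share reached 0.05, so whether chance is excluded at that limit depends on the draw.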
